# Tumour endothelial cell reprogramming orchestrates angiocrine signalling to drive chemoresistance in breast cancer

**DOI:** 10.1007/s10456-026-10063-7

**Published:** 2026-06-22

**Authors:** Jesus Gomez-Escudero, Eleni Maniati, Julie Holdsworth, Gordon Beattie, Maruan Hijazi, Matt Guelbert, Samar Elorbany, Pedro Cutillas, Jun Wang, Kairbaan Hodivala-Dilke, Gabriela D’Amico

**Keywords:** Angiocrine, Chemoresistance, Breast cancer, NF-κB, Doxorubicin

## Abstract

Despite its established role in breast cancer treatment, Doxorubicin treatment remains subject to adaptive resistance mechanisms that extend beyond cancer cell intrinsic alterations ultimately reducing therapy efficacy. Our study in a MMTV-PyMT-driven mouse breast cancer model reveals that prolonged Doxorubicin (Dox) exposure triggers significant reprogramming of the tumour vasculature, substantially altering the angiocrine landscape and shaping treatment outcomes. Notably, tumours that initially respond, but later revert, display an endothelial cell subclustering with activation of proliferative and NF-κB-dependent cytokine pathways. We further identify a novel endothelial subpopulation characterised by higher expression of drug clearance and oxidative metabolism markers, suggesting an active role in mitigating Dox efficacy and angiogenesis promotion. These findings substantiate endothelial plasticity as a critical mediator of therapeutic failure. By uncovering these vascular adaptations, our work provides a new perspective on the underlying mechanisms of Dox resistance and the prolonged efficacy of chemotherapy in breast cancer.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10456-026-10063-7.

## Introduction

Although substantial advances in early detection and therapeutic intervention have been made, breast cancer continues to be a major clinical challenge. Doxorubicin, a key component of breast cancer chemotherapy, is widely used for its potent antitumor activity; however, its prolonged efficacy is compromised by the development of chemoresistance and off-target toxicities [1, 2]. While extensive research has focused on cancer cell-intrinsic mechanisms of resistance [3–6], emerging evidence underscores the pivotal role of the tumour microenvironment, particularly the vascular compartment, in modulating therapeutic responses [6–11].

Endothelial cells (ECs) not only regulate drug delivery to tumour sites but also actively contribute to tumour progression through the secretion of angiocrine factors that influence cell proliferation, survival, and immune modulation [12–16]. Recent studies have highlighted that Doxorubicin (Dox) can induce profound functional alterations in ECs in other vascular beds, suggesting that the heterogeneity within the tumour vasculature may critically impact the overall chemotherapeutic outcome [13, 17–19]. Notably, the NF-κB signalling pathway, a key regulator of inflammation and cellular stress responses, has been implicated in mediating changes in angiocrine signals that can either support or counteract the efficacy of Dox [7, 20, 21].

In this study, we used a MMTV-PyMT (Mouse Mammary Tumour Virus–Polyoma Middle T antigen) transgenic mouse model of breast cancer to systematically dissect the effects of prolonged Dox treatment on EC dynamics. This widely used model provides a robust, reproducible, and clinically relevant system for investigating the biology of breast cancer, evaluating therapeutic strategies, and understanding the molecular mechanisms underlying tumour progression [22–24]. By integrating bulk and single-cell transcriptomic analyses, we reveal distinct EC subpopulations with dissimilar responses to Dox. Our findings not only delineate the heterogeneity of EC responses but also demonstrate how alterations in NF-κB-dependent angiocrine signalling contribute to the development of partial drug resistance. These insights advance our understanding of the interplay between the tumour vasculature and chemoresistance, and they may open new avenues for targeting the tumour microenvironment to improve therapeutic outcomes in breast cancer.

## Results

### Prolonged treatment with Doxorubicin leads to various alterations in endothelial cells that are associated with a different response pattern to the therapy

We utilised the MMTV-PyMT (Mouse Mammary Tumour virus-polyoma middle tumour-antigen) [22–24] transgenic mouse model of breast cancer to examine the impact of tumour ECs on Dox sensitivity and development of chemoresistance. We implanted cancer cells isolated from MMTV-PyMT-tumours into wildtype (MMTV-PyMT-negative) FVB/N females to ensure consistent tumour growth (Fig. 1a). To evaluate the effectiveness of prolonged Dox treatment (4 mg/kg dose, one time per week, over three weeks), we compared daily measurements of tumour size (Fig. 1b; Fig. S1a). In contrast, to the placebo control group (Pla), the Dox-treated group exhibited two distinct tumour growth response patterns. Some tumours showed frequent increases and sharp decreases in tumour size (fold change) throughout the treatment schedule, which we classified as Responders (Rsp) to prolonged Dox treatment. However, others showed less variation in tumour size fold change with fewer growth reductions, and we categorised these as Partial Responders (Prt) to prolonged Dox treatment. Our analysis further revealed that the Rsp group had a higher percentage of days with size reduction compared to the Prt group (Fig. S1b). Additionally, while both groups displayed similar tumour growth rates at the beginning of treatment, the growth rate for the Prt group increased significantly in the later stages of treatment suggesting a partial response to Dox. In contrast, the Rsp group did not acquire this increase in growth rate at later stages of treatment suggesting a more robust response to Dox therapy (Fig. 1b; Fig. S1a-b). Similar tumour growth patterns were observed in additional independent experiments (Fig. S1c-d).

**Fig. 1:**
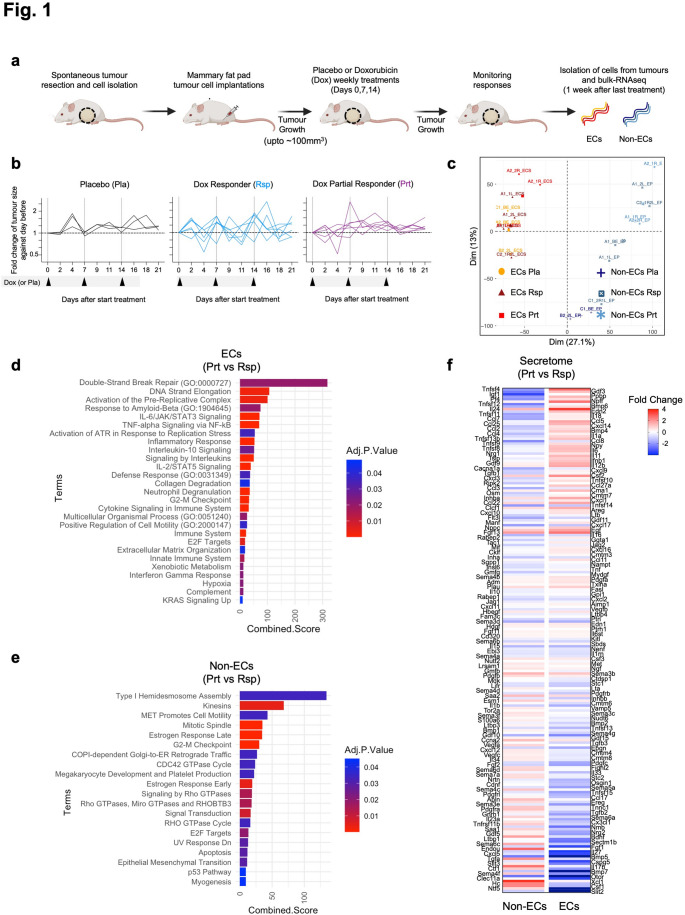
Prolonged Doxorubicin treatment promotes distinct response patterns in the MMTV-PyMT breast cancer model. (**a**) Cartoon showing the prolonged Doxorubicin treatment model (created with BioRender (BS294BTN5B). Wildtype (FVB/N) females were implanted with 10^5 cancer cells isolated from treatment naïve MMTV-PyMT (FVB/N) tumour bearing mice. When tumours reached approximately 100 mm³ in size, they were treated weekly, intraperitoneally, with 4 mg/kg of Doxorubicin (Dox) for three weeks, while size was monitored throughout the whole experiment. **(b)** Plots depict tumour size related to the previous measure size (as fold change). Placebo (Pla, *n* = 3 mice), Responders (Rsp, *n* = 6 mice), and Partial Responders (Prt, *n* = 6 mice). **(c)** Principal Component Analysis graph showing tumour endothelial cells (ECs) and tumour cancer cells (Non-ECs) bulk-RNA sequencing samples; prepared from Pla, Rsp and Prt to Dox treatment mice (*n* = 20 cell preparations in total; *n* = 3 for EC Pla, *n* = 2 for Non-EC Pla, *n* = 4 for EC Rsp, *n* = 5 for Non-EC Rsp, *n* = 3 for EC Prt, and *n* = 3 for Non-EC Prt). Bar plot shows top 20 pathway terms significantly deregulated in **(d)** ECs and **(e)** in Non-ECs, Prt versus Rsp comparisons. Colour gradient of bars represents adjusted p-values (Fisher’s exact test with Benjamini-Hochberg post hoc test for multiple hypotheses). **(f)** Heatmap shows differential expression of various secreted molecules (secretome) from Non-ECs and ECs isolated from tumours from Prt and Rsp to Dox-treated mice, Prt versus Rsp comparisons (DE as fold change, from normalized counts transformed using voom)

To elucidate the factors influencing these differential responses to Dox, we examined transcriptomic changes in tumour ECs, which serve as barriers to drug delivery and are implicated in therapeutic resistance [7, 13, 19]. ECs were isolated from tumour cell suspensions, prepared from tumours that were harvested one week after last treatment, using magnetic antibody cell separation (MACS) combined with CD31 and ICAM2 antibodies specific for ECs (Fig. 1a-b). The unbound fraction of cells was enriched in epithelial cancer cells (Non-ECs), as reported previously [25]. 

Total mRNA from tumour ECs and Non-ECs preparations was subjected to bulk-RNA sequencing (Fig. 1a). 

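For each sample the authors deposited the number of reads counted on the exons of each of 50475 genes, without normalization or a filter on low counts. Of these genes, 50376 were found by identifier in the GENCODE M21 annotation of GRCm38, from which symbols and positions were taken. Groups were assigned from the deposited labels and from the sample names printed in Fig. 1c, which places samples labelled sensitive in Rsp and samples labelled stop in Prt. This gave 21 samples: ECs from 3 Pla, 5 Rsp and 3 Prt tumours, and Non-ECs from 2 Pla, 5 Rsp and 3 Prt tumours. The mice had received placebo or 4 mg/kg Dox in 3 weekly doses, with the last dose on day 14, and tumours were harvested 1 week later. The table also holds 7 samples labelled resistant, a group the paper does not report, and these did not enter the comparisons of Prt, Rsp and Pla. The legends give 4 EC Rsp samples where 5 carry the label. Comparison of PCA scores with the positions printed in Fig. 1c pointed to EC Rsp replicate A1_BE as the sample left out by the paper, which gives no reason for its absence. Results are given for the paper's 20 samples and then for all 21, which add A1_BE. Total counts ranged from 4155291 to 26264206 per sample in the paper's 20 samples (median 12118871), and A1_BE had 2836230. The median was 7320845 in the ECs of the paper's samples and 17751037 in the Non-ECs. At these depths, 3 counts correspond to between 0.114 and 0.722 CPM (counts scaled to each sample's total), and to 1.06 CPM in A1_BE. These limits cover counting error only. Differences between replicates were larger than counting error, with a chi-squared statistic per degree of freedom between 33.9 and 348 across 39 pairs of replicates. Genes with at least 1 CPM in at least 25% of the samples were tested, 15303 in the paper's 20 samples and 14950 in all 21. Counts were normalized by the TMM method and compared with edgeR's quasi-likelihood test in a model with 1 mean for each of the 6 groups. The paper applied limma-voom after conditional quantile normalization, which was not applied here, and limma-voom on TMM-normalized counts was run as an alternative. As in the paper's methods, a nominal p-value under 0.05 was the threshold for comparisons between treatment groups, and the Benjamini-Hochberg adjusted p-value is given beside it.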

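Purity was examined with lists of 10 endothelial and 10 epithelial genes, chosen before the data were examined. All 10 endothelial genes were higher in ECs than in Non-ECs at an adjusted p-value under 0.05 in edgeR, with log2 fold changes between 2.35 and 8.35 in the paper's 20 samples and between 2.27 and 8.34 in all 21. Pecam1, the gene of CD31 (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628), had a log2 fold change of 4.39 (standard error 0.44, adjusted p = 7.2e-07) in the paper's samples. Its expression was 473 ± 74.6 CPM (SD, n = 3) in Pla ECs, 394 ± 244 (n = 4) in Rsp ECs and 336 ± 112 (n = 3) in Prt ECs. The largest change in the list belonged to Tek, followed by Emcn with 6.67 and Tie1 with 6.22. Of the epithelial genes, 7 were lower in ECs in both sample sets. Epcam, on chromosome 17 from 87635979 to 87651129, changed by -2.11 (standard error 0.43, adjusted p = 7.77e-04). Krt5, Elf5 and Cldn3 did not pass, with log2 fold changes of 1.22, 0.80 and -0.90. Within the 9 mice of the paper's set that gave both fractions, the mean log2 CPM of the endothelial list was higher in ECs by 4.95 ± 1.02 (SD) and higher in every mouse (exact sign permutation test, two-sided, p = 0.00391, the smallest p that 9 mice allow). The epithelial list differed by -2.10 ± 1.12 and was lower in every mouse. With A1_BE the endothelial difference was 4.72 ± 1.21 over 10 mice. Endothelial scores in A1_BE reached 4.08, below the other EC samples and above the highest Non-EC sample at 2.63. Marker lists for other cells were also higher in ECs, by 1.98 for immune, 3.20 for neutrophil, 2.11 for stromal and 1.52 for lymphatic genes in the paper's samples. Neutrophil genes were higher in 8 of the 9 mice, and the remaining lists in all 9. Across the genes tested, 6616 passed an adjusted p-value of 0.05 between ECs and Non-ECs, 3168 higher and 3448 lower in ECs, and 5791 passed in all 21 samples. Of the settings run, the neutrophil score as a covariate moved the all-sample count most, to 1140, and the immune score gave 2606. Both scores differ between the fractions, and these covariates were chosen for this comparison after seeing the data.

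**Figure D1:**
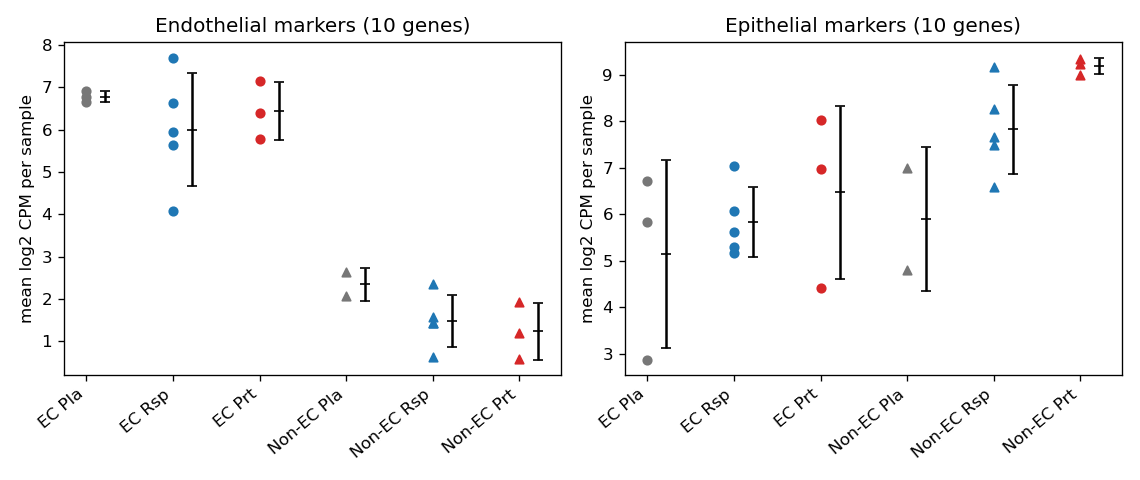
Mean log2 CPM of 10 endothelial genes (left) and 10 epithelial genes (right) in each of the 21 samples by fraction and treatment group, with points for samples and bars for the group mean ± SD. The endothelial scores of all EC samples lie above 2.63, the highest Non-EC score, and the epithelial scores of the EC groups overlap those of Non-EC Pla and Rsp.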

Analysis revealed distinct enrichment of endothelial markers in tumour ECs, while Non-ECs exhibited increased epithelial markers (Fig. S1e). Principal Component Analysis (PCA) showed a clear differentiation between tumour EC and Non-EC samples, with Dox-treated tumour ECs clustering separately, suggesting distinct regulatory mechanisms (Fig. 1c). 

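PCA was run on log2 CPM with a prior count of 2 and genes scaled to unit variance. In the paper's 20 samples, PC1 carried 28.9% and PC2 13.8% of the variance. ECs lay between -73.4 and -46.1 on PC1 and Non-ECs between 9.57 and 92.5, so the fractions did not overlap. With A1_BE, PC1 carried 27.3%, with ECs from -131 to -33.1 and Non-ECs from 17.1 to 85.8. A1_BE had the lowest score of all samples on PC1, and on PC2 it lay at -180, while the other Rsp ECs lay between 21.3 and 46.8. On PC2, the Pla ECs of the paper's set lay between -25.9 and 20.9 and the Dox-treated ECs between -38.1 and 91.9, a range that contains the Pla samples. The mean PC2 score of the 7 Dox-treated ECs exceeded that of the 3 Pla ECs by 16.3 (exact permutation test, two-sided, p = 0.592 over 120 splits of the samples). With A1_BE the difference was -44.9 (exact permutation test, p = 0.297 over 165 splits), a mean that this sample dominates, and 7 of the 8 Dox-treated ECs lay below every Pla EC. On ranks, chosen after seeing the data, the exact permutation p was 0.667 in the paper's set and 0.0848 with A1_BE. Prt and Rsp ECs differed by 46.0 on PC2 in the paper's set (exact permutation test, p = 0.200 over 35 splits), with 3 Prt and 4 Rsp samples. The 500 most variable genes moved the PC1 share most, to 57.4% in all 21 samples, and the PC2 difference between Dox-treated and Pla ECs then had an exact permutation p of 0.170.

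**Figure D2:**
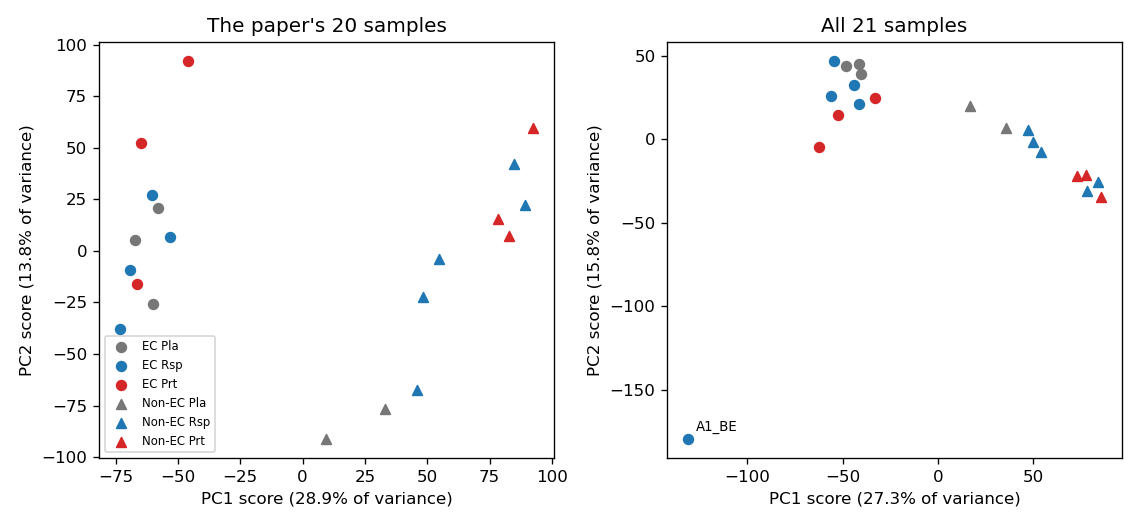
Scores of each sample on PC1 and PC2, in the paper's 20 samples (left) and in all 21 (right), with circles for ECs, triangles for Non-ECs and colours for treatment groups. ECs and Non-ECs are apart on PC1 in both panels, and EC Rsp replicate A1_BE lies at -131 on PC1 and -180 on PC2.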

To gain insight into the distinct changes promoted by prolonged Dox in tumour ECs, we performed differential expression gene analysis by comparing Prt and Rsp, in both Non-ECs and tumour EC samples (Fig. S2a). 

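Between Prt and Rsp ECs, 1751 genes passed the nominal threshold in the paper's 20 samples, 758 higher and 993 lower in Prt. With A1_BE the count was 1339, with 614 higher and 725 lower. The number of genes that chance alone would give at this threshold was 765 and 748. In Non-ECs, 868 genes passed in the paper's samples (327 higher and 541 lower) and 647 in all 21 (220 higher and 427 lower). After adjustment, 1 EC gene passed in the paper's 20 samples and 0 in all 21, with smallest adjusted p-values of 0.0198 and 0.207 in edgeR. In Non-ECs 0 genes passed in either set with edgeR. With limma-voom the order was reversed in the paper's 20 samples, where 0 EC and 4 Non-EC genes passed adjustment (smallest adjusted p = 0.107 and 0.0217). In all 21 samples limma-voom gave 4 EC and 2 Non-EC genes. The EC gene that passed with edgeR was Sall2 (ENSMUSG00000049532, chromosome 14 from 52311172 to 52328762), chosen after its values were seen. It had at most 1 count in the Prt ECs and between 16 and 67 counts in the 4 Rsp ECs, at least 9.13-fold lower in Prt when set against the detection limit. A1_BE had 0 counts of Sall2, and with it the adjusted p was 0.255. CPM values of Prt and Rsp ECs did not overlap for 1081 genes in the paper's samples, 7.06% of the genes tested against the 5.71% that chance gives for 3 samples against 4. With A1_BE this held for 467 genes, 3.12% against a chance share of 3.57%. Among these, Wdsub1 (ENSMUSG00000026988) fell from 14.2 ± 2.32 CPM (SD, n = 4) in Rsp to 4.77 ± 0.402 (n = 3) in Prt, a log2 fold change of -1.58 (standard error 0.29, adjusted p = 0.0658 from edgeR). Dedd (ENSMUSG00000013973) was higher in Prt by 1.20 (standard error 0.29, adjusted p = 0.172). Ddt and Ttll13 had 0 counts in every Prt EC and at least 11 and 12 counts in every Rsp EC. In Non-ECs, the smallest p-values among non-overlapping genes belonged to Sox7, higher in Prt by 2.55 (standard error 0.55, adjusted p = 0.672), and Rab27a, lower by -2.06 (standard error 0.46, adjusted p = 0.672). The order of the fractions depended on the test. With limma-voom, 1344 EC and 1349 Non-EC genes passed the nominal threshold in the paper's samples and 1030 and 1158 in all 21. It was also the other way round in all 21 samples when only the groups compared were in the model. There 587 EC genes passed, below the 805 that chance gives, and 1048 Non-EC genes, where chance gives 732. The alternatives that moved the EC count most were the samples labelled resistant taken as Prt, with 568 genes (chance 758), and no filter on low counts, with 2680 (chance 1419).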

Distinct regulatory patterns in tumour ECs were observed between the Prt and Rsp groups. 

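Of the genes past the nominal threshold between Prt and Rsp, 1632 did so only in ECs and 749 only in Non-ECs in the paper's 20 samples. Another 119 passed in both fractions, 101 of them in the same direction, where independent lists of these sizes would share 99.3. Genes found only in ECs were higher in Prt in 44.1% of cases, and those found only in Non-ECs in 37.8%. In all 21 samples, 1269 genes passed only in ECs, 46.3% of them higher in Prt, and 577 only in Non-ECs, 34.3% of them higher, with 70 in both. With limma-voom the shares moved in the opposite way, since 35.4% of EC-only and 64.0% of Non-EC-only genes were higher in Prt in the paper's samples, and 49.4% and 61.5% in all 21. Across all genes tested, the log2 fold changes of the fractions had a Pearson correlation of 0.199 in the paper's samples and 0.203 in all 21, where genes are not independent replicates.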

The proportions of upregulated and downregulated unique genes differed compared with Non-EC (Fig. S2b). 

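Against Pla ECs, 561 genes passed the nominal threshold in Rsp ECs of the paper's 20 samples (251 higher and 310 lower) and 1695 in Prt ECs (717 higher and 978 lower). Of these, 362 passed only in Rsp, 1496 only in Prt and 199 in both, 198 of them in the same direction. Independent lists of these sizes would share 62.1. Both comparisons use the same 3 Pla ECs, which alone raises such overlap, so it does not show a shared effect of Dox. In all 21 samples, 674 genes passed in Rsp and 1179 in Prt, with 451 only in Rsp, 956 only in Prt and 223 in both. With edgeR the Rsp counts in both sets lay below the number that chance alone gives (765 and 748), while limma-voom gave 831 (279 higher and 552 lower) and 1157 (279 higher and 878 lower). In all 21 samples the edgeR count rose above chance with an offset for GC content and gene length (1081, 907 higher and 174 lower). It did so too with filterByExpr (1180, chance 896) and with no filter (2144, chance 1419). It stayed below with median-ratio size factors (691), all 28 samples (712, chance 763) and only the groups compared (579, chance 807), among others. The offset also gave more higher (676) than lower (478) genes in Prt. Limma-voom left 539 genes only in Rsp and 1559 only in Prt in the paper's samples, and 781 and 1123 in all 21. Taking the samples labelled resistant as Prt reversed the order of the totals, with 444 genes in Prt and 738 in Rsp. Both lie below the 758 that chance gives there. After adjustment 0 genes passed in Rsp in either set, while in Prt 1 gene passed in the paper's samples (Sall2, adjusted p = 0.0133 in edgeR) and 0 in all 21, where the smallest adjusted p was 0.302. Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) fell from 228 ± 21.1 CPM (SD, n = 3) in Pla to 40.2 ± 23.5 (n = 4) in Rsp and 47.3 ± 19.0 (n = 3) in Prt, without overlap between Rsp and Pla. Its log2 fold change in Rsp was -2.50 (standard error 0.57), and that of Dnase1l3 was -2.93 (standard error 0.68), each with an adjusted p of 1. Trp53inp1 was higher in Rsp by 0.92 (standard error 0.25). In Prt, Dusp10 (ENSMUSG00000039384) was higher by 2.39 (standard error 0.46, adjusted p = 0.130 in edgeR). Ccr3 had 0 counts in every Prt EC and between 64 and 478 in the Pla ECs, at least 22.3-fold lower against the detection limit. Non-overlapping genes made up 13.5% of the genes tested in Prt against Pla, where chance gives 10% for 3 samples against 3, and 6.06% in Rsp against Pla, where chance gives 5.71%.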

Compared with placebo, the EC Prt group showed less deregulated unique genes than the Rsp group (Fig. S2c), thus highlighting distinct regulatory responses between the two Dox-treatment groups.

EnrichR analysis [26–28] showed significant and distinct pathway changes in ECs and Non-ECs between Prt and Rsp to Dox groups (Fig. 1d, e). 

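EnrichR's gene set libraries were not used here. Terms of Fig. 1d and Fig. 1e with a Reactome set of the same name were tested instead with a one-sided Fisher's exact test, against all genes tested and with adjustment over all Reactome sets of 10 to 500 tested genes. Immune System and Signal Transduction exceed that size and were left out. In ECs, 0 of 835 sets passed an adjusted p-value of 0.05 in the paper's 20 samples and 0 of 829 in all 21. The smallest nominal p among the terms of Fig. 1d belonged to DNA strand elongation, with 8 genes, all higher in Prt, where 3.66 were expected (exact p = 0.0246, adjusted p = 0.817). With A1_BE it again had 8 genes, with 2.87 expected (exact p = 0.00606, adjusted p = 1). Activation of the pre-replicative complex had 7 genes, all higher, with 3.32 expected (adjusted p = 0.841). In Non-ECs, 22 sets passed in the paper's samples and 16 in all 21. Hemostasis came first, with 56 genes where 20.6 were expected (adjusted p = 6.04e-09). Of the terms of Fig. 1e, Kinesins passed in the paper's samples, with 7 genes, all higher in Prt, where 1.19 were expected (adjusted p = 0.00874), but not in all 21 (adjusted p = 0.211). Type I hemidesmosome assembly had 3 genes where 0.567 were expected (adjusted p = 0.221), and Apoptosis had 6 where 7.88 were expected. Some terms printed for ECs passed in Non-ECs: extracellular matrix organization had 33 genes with 11.8 expected (adjusted p = 2.05e-05), 10 of them higher in Prt, and innate immune system had 45 with 25.8 expected (adjusted p = 0.0127), 6 of them higher. With limma-voom, 11 Non-EC sets passed in the paper's samples. Over all 21 samples, limma-voom called 3 terms of Fig. 1e. Taking the samples labelled resistant as Prt, in place of those labelled stop, called 3 terms of Fig. 1d, all on DNA replication.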

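For NF-kB, 84 target genes were listed from general knowledge before the data were examined, since no target library was in use. In the paper's 20 samples, 15 of them passed the nominal threshold between Prt and Rsp ECs where 9.61 were expected (one-sided Fisher's exact test, p = 0.0528, adjusted over 4 comparisons 0.106). Of these, 3 were higher in Prt (Plau, Ptges and Tnfrsf9) and 12 lower, among them Icam1, Il1b, Ptgs2, C3 and Cxcl5. With A1_BE 12 passed where 7.52 were expected, 4 higher and 8 lower (exact p = 0.0705, adjusted 0.141). In Non-ECs 7 passed in the paper's samples with 4.76 expected (exact p = 0.199). Limma-voom gave 11 genes in ECs of the paper's samples (exact p = 0.117) and 6 in all 21 (exact p = 0.525). With the mean of 10 immune markers as a covariate, the exact p in all 21 samples was 0.00489, and with the neutrophil markers as a covariate, chosen after seeing the data, it was 0.288, with 7 targets passing. Rela, named by the paper with the NF-kB pathway, had 139 ± 12.6 CPM (SD, n = 3) in Prt and 139 ± 48.4 (n = 4) in Rsp ECs of the paper's samples. Nfkbia changed by -0.68 (standard error 0.47, adjusted p = 0.646 in edgeR). The Reactome set for signaling by interleukins held 15 genes past the threshold with 11.6 expected (exact p = 0.176), 2 of them higher in Prt. Cytokine signaling in the immune system held 22 with 24.1 expected (exact p = 0.711).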

Tumour ECs had alterations in NF-kB transcription, secretome production, and cytokine signalling pathways (Fig. 1d). 

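The sets on replication were examined for Rsp against Pla ECs. With edgeR, 0 sets passed after adjustment in the paper's 20 samples and 0 in all 21, where limma-voom gave 8. DNA strand elongation held 5 genes past the nominal threshold, all lower in Rsp, where 1.17 were expected (one-sided Fisher's exact test, p = 0.00577, adjusted p = 0.848). The pre-replicative complex set also held 5, all lower, with 1.06 expected (exact p = 0.00372, adjusted p = 0.816). The smallest p belonged to unwinding of DNA, with 4 of 11 genes (exact p = 4.8e-04, adjusted p = 0.401). With A1_BE among the Rsp samples, DNA strand elongation held 3 genes (exact p = 0.173). For Prt against Pla ECs, 0 sets passed in either sample set with edgeR, and 16 passed in the paper's samples with limma-voom. Collagen degradation held 13 genes, all lower in Prt, with 5.54 expected (exact p = 0.0025, adjusted p = 0.763), and in all 21 samples 11 genes with 3.86 expected (exact p = 0.00125, adjusted p = 0.177). Extracellular matrix organization held 31 genes with 23.0 expected (exact p = 0.0528), 3 of them higher. The NF-kB list held 15 genes past the threshold in Prt against Pla in the paper's samples, 4 higher (Ccl2, Csf3, Fosl1 and Lif) and 11 lower (exact p = 0.0416, adjusted over 4 comparisons 0.106). With A1_BE it held 14, 4 higher and 10 lower, with 6.62 expected (exact p = 0.00575, adjusted 0.0230). Limma-voom removed this excess, with 9 genes where 10.2 were expected in the paper's samples (exact p = 0.701). In Rsp against Pla the list held 2 genes with 3.08 expected.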

Compared with placebo, Rsp ECs mainly showed differences in replication and cell division pathways (Fig. S1f), whereas Prt ECs showed changes in NF-kB signalling, the secretome, and extracellular matrix pathways (Fig. S1g). Furthermore, differential expression of various secreted molecules was identified between Prt and Rsp tumour ECs (Fig. 1f). 

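Names of 168 secreted molecules could be read in Fig. 1f, and all 168 were among the genes tested. Between Prt and Rsp ECs, 29 of them passed the nominal threshold in the paper's 20 samples where 19.2 were expected (one-sided Fisher's exact test, p = 0.0154), 11 higher and 18 lower in Prt. With A1_BE 25 passed, 13 higher and 12 lower, with 15.0 expected (exact p = 0.00797). With adjustment over the list alone, 3 passed in edgeR in the paper's samples, with a smallest adjusted p of 0.0119, and 0 in all 21, where the smallest was 0.0856. With adjustment over all genes, 0 passed in either set. The list is the paper's own selection from these data, so the first count shows no stability. Adjustment over the list alone gives no separate support for the same reason. The 3 genes, named after their values were seen, were Clcf1, Ntf5 and Slit2. Clcf1 was higher in Prt by 1.46 on the log2 scale (standard error 0.37, adjusted over all genes 0.172). Ntf5 and Slit2 had 0 counts in every Prt EC and at least 2 and 11 counts in the 4 Rsp ECs, and A1_BE had 0 counts of both. Adm, Il24, Inhba, Manf and Plau were also among the higher genes in both sample sets. Limma-voom gave 18 genes in the paper's samples (exact p = 0.221) and 14 in all 21 (exact p = 0.268).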

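Whether the difference between Prt and Rsp was itself different between ECs and Non-ECs was tested with the interaction of fraction and response. In the paper's 20 samples 989 genes passed the nominal threshold for this interaction, 423 with a more positive change in ECs and 566 with a more negative one, and 689 passed in all 21. After adjustment 0 passed in either set, with smallest adjusted p-values of 0.0749 and 0.248 in edgeR. The median absolute log2 fold change of the genes past the nominal threshold between Prt and Rsp was 1.35 in ECs and 1.34 in Non-ECs of the paper's samples. This covers only genes selected by edgeR, and with limma-voom the medians were 1.73 and 1.27. Over all genes tested, the SD of the log2 fold change in edgeR was 1.36 in ECs and 0.764 in Non-ECs. Scores of the endothelial and immune markers did not separate Prt from Rsp ECs, with differences of -0.04 (exact permutation test, two-sided, p = 0.943) and 0.04 (p = 0.943). Neutrophil markers were lower in Prt by -1.86, with Prt between 5.71 and 6.26 and Rsp between 7.16 and 8.62 (exact permutation test, p = 0.0286, the smallest that 3 samples against 4 allow, and 0.686 after adjustment over 24 comparisons). A1_BE scored 6.45, still above the Prt samples, and with it the exact permutation p was 0.0536. From the differences in genes, pathways and secreted molecules between Prt and Rsp ECs (Fig. 1c-f, Fig. S2), the paper proposes a link between EC transcription under Dox and how the tumour responds.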

Collectively, our data suggests that Dox treatment reshapes EC transcriptional states in a manner that associates with divergent tumour responses to Dox therapy.

### Identification of distinct endothelial cell populations in prolonged Doxorubicin treated breast tumours

To investigate the effects of prolonged Dox treatment on tumour EC dynamics at single-cell resolution, we carried out single-cell RNA sequencing (sc-RNAseq). For this, tumour EC enrichment was achieved by combining MACS and fluorescence-activated cell sorting (FACS) for CD31 + CD45- viable cells (Fig. 2a). Transcriptomic analysis excluded cells lacking CD31/Pecam1 and Cdh5 and verified the absence of markers for other cell types, including lymphatic (Lyve1), epithelial (Cdh1, Ktr5), fibroblast (Acta2), pericyte (Pdgfrb), and immune (Ptprc) cells (Fig. S3a-b). Unsupervised cluster analysis identified twelve distinct tumour EC populations (Fig. 2b-c), represented across all samples (Fig. 2d). The typical arterial-capillary-vein axis was assessed via specific markers for arterial (Gja4, Hey1), capillary (Crxc4, Cd36), and vein (Vwf, Ackr1), revealing populations with arterial characteristics in clusters 5 and 0, capillary markers in clusters 6 and 11, and venous markers in clusters 1 and 10, with cluster 10 classified as postcapillary veins (PCV) due to the additional expression of Selp and Vcam1 (Fig. 2e).

Next, we sought to identify characteristic markers that signify the angiogenic properties of tumour ECs as described previously [17, 29–32](Fig. 2f). Cxcr4, Trp53i11, and Pdgfb were notably enriched and detected in cluster 7 (Fig. 2f). Additionally, pathways related to migration, chemotaxis, and extracellular matrix remodelling were significantly represented in this cluster (Fig. S4a), further confirming the identity of these cells as “Tip” ECs [31, 32]. Interestingly, some markers associated with this population were also found in another cluster, which we referred as cluster 2, albeit at much lower levels. Literature review indicates that this cluster displays genes typical of a specific angiogenic population known as “Breach” ECs [32]. Furthermore, cluster 4 expresses markers indicative of a precursory state of these “Breach” ECs and we therefore classified it as “Pre-Breach” (P-Br) ECs (Fig. 2f). These cells have only been identified in tumours and are believed to assist “Tip” cells in spreading due to their podosome-like characteristics [32]. Consequently, pathways related to migration, chemotaxis, and extracellular matrix remodelling were also significantly represented in this cluster, similar to what was observed in cluster 7 (Fig. S4a).

We then examined proliferative cells by assessing Ki67 expression, alongside with cyclins and Cdks expression, revealing that cluster 9 comprises “Proliferative” ECs (Fig. 2f). Notably, Cdk4 was also expressed in cluster 3, indicating these cells may be in the cell cycle stage. This cluster is characterised by an enrichment of immature markers, suggesting it represents cells that are transitioning into or out of the cell cycle, thus we have designated them as “Immature” ECs (Fig. 2f). Pathway analysis further demonstrated that cluster 9 exhibits a significant upregulation of cell cycle and mitotic pathways (Fig. S4a).

Gene expression related to nucleotide metabolism, oxidative phosphorylation, fatty acid oxidation, and glycolysis across clusters (Fig. 2g) were identified, revealing that both the “Proliferative” (cluster 9) and “Immature” (cluster 3) cells are metabolically active, exhibiting high levels of glycolytic and oxidative phosphorylation pathways to fulfil their energy demands. “Tip” cells (cluster 7) are characterised by the expression of glycolytic enzymes that facilitate migration, corroborating previous findings [33]. Fatty acid oxidation is essential for the migration and survival of active, capillary proliferating EC (“stalk” cells) during angiogenesis. It also allows mature capillary EC (“phalanx” cells) to maintain a non-proliferative, quiescent state and support vascular integrity and adaptation to metabolic stress [34–36]. This metabolism was found to be restricted to capillary clusters 6 and 11. Interestingly, we discovered a subpopulation of ECs that has not been described in the literature. This cluster (Cluster 8, “Oxidative-active”) exhibited similarities with “Immature” and “Proliferative” cells, characterised by increased energetic metabolic pathways and a lack of specific angiogenic markers, while also expressing the highest levels of Dox clearance markers (Akr1a1, Cbr4). Furthermore, analysis of Hallmark pathways indicated possible involvement in hypoxic regions and of glycolysis pathways (Fig. S4b), reported features of an aggressive tumour cell phenotype [37].

Dox treatment and limited nutrient availability create stress in ECs that they must overcome for survival. Our analysis identified three clusters enriched in genes linked to EC stress response and activation: Hsp1a1, Plk2, Junb, Sox4, and Cyr61 (Fig. 2h). These include cluster 0, cluster 6, and cluster 10. Cluster 6 consists of active capillary ECs, while cluster 10 is characterised by postcapillary veins. Cluster 0, which shares markers with arterial cells (Stress-active-Art) (Fig. 2e), shows limited metabolic activity (Fig. 2g). Notably, genes associated with the NF-κB pathway, such as RELA and NFKBIA, are enriched in these clusters (Fig. 2h), with Hallmark pathways analyses revealing significant enrichment for the TNF/NF-κB pathway (Fig. S5). Overall, these findings highlight the presence of a highly heterogenous EC landscape in prolonged Dox treated tumours.

**Fig. 2:**
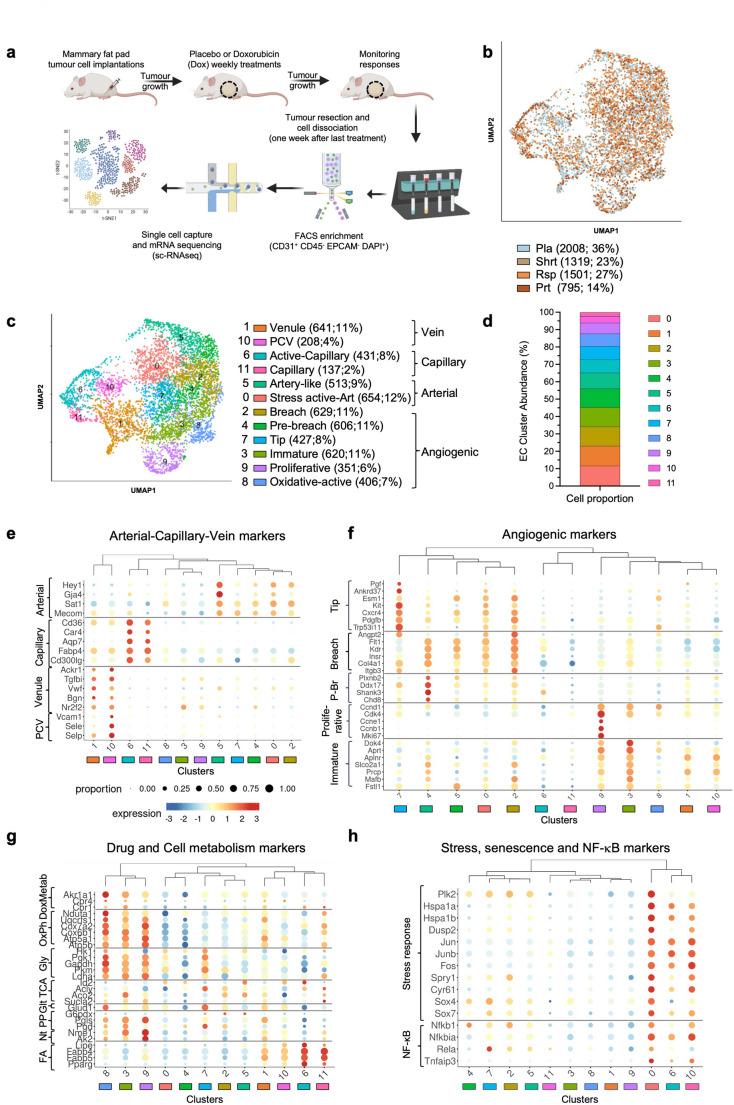
Fig. 2. Distinct endothelial cell populations detected by sc-RNAseq in Doxorubicin treated MMTV-PyMT tumour bearing mice. (**a**) Experimental design for the single-cell RNA sequencing (sc-RNA-seq) approach. Created with BioRender (MI294B6DD9). (**b**) UMAP visualises single endothelial cells (EC) isolated from MMTV-PyMT tumours from Placebo and Doxorubicin (Dox)-treated mice, after filtering low quality and all non-vascular endothelial cells (n = 3 pooled tumour samples per condition). Numbers in parenthesis represent cell counts. (**c**) Unsupervised clustering of distinct single cell EC populations. Numbers in parenthesis represent cell counts. (**d**) Percentage of cells in each EC cluster. Bubble plots for (**e**) arterial, capillary and vein (**f**) angiogenic, (**g**) drugs and cell metabolism, and (**h**). stress response and NF-kB pathway markers expressed by each EC cluster. Bubble size represents the percentage of cells in the cluster expressing a particular marker, and bubble colour represents marker expression levels (generated with ShinyCell app[91] based on normalized expression values)

### NF-kB pathway activation influences angiocrine signals in tumour endothelial cells from prolonged Doxorubicin treated mice

We conducted a comparative analysis of the abundance of cellular subpopulations in prolonged Rsp and Prt Dox-treated samples (Fig. 3a-b). Notably, angiogenic cell clusters accounted for 50–60% of total cells in both Dox-response samples, reflecting the high angiogenic characteristics of breast tumours (Fig. 3b-c). Multiple studies support that cancer therapy, including chemotherapy can promote angiogenesis, tumour regrowth, and progression after therapy [38–42]. We observed a decrease in Rsp ECs compared with partial Prt ECs, attributed to a higher proportion of proliferative cells (cluster 9) and oxidative-active cells (cluster 8) in the Prt group. Additionally, there was a significant reduction in the ratio of larger vessels versus small vessels, with a higher capillary (clusters 6 and 11) and postcapillary venule (PCV, cluster 10) proportions (Fig. 3b-c). Hallmark terms pathway analysis revealed that cell cycle regulation, interferon responses, Myc activation, hypoxia response, and NF-kB signalling were among the top pathways differentially regulated between Prt and Rsp across all tumour EC clusters (Fig. 3d). Given that our bulk-RNAseq showed a deregulation of the NF-kB pathway (from Fig. 1d) and differences in the expression of angiocrine signals between Prt and Rsp ECs (from Fig. 1f), we aimed to investigate the expression of angiocrine molecules to determine which clusters of ECs produce them.

Certain angiocrine molecules, such as Cxcl12, Il6st, Tgfb1, Tnfsf10, and Tnfsf12 were widely expressed, although their levels varied across different clusters (Fig. 3e). Notably, activated capillaries and postcapillary vein ECs (clusters 6 and 10) produced the highest levels of angiocrine molecules and were primary sources of various chemokines and cytokines involved in immunomodulation, including Il6, Il6st, Cxcl9, Cxcl10, Tnf, Csf1, Csf3, Cxcl12, Cxcl1, and Cx3cl1. They also presented the greatest number of significant pathway terms related to cytokines and interleukins in the gene and Hallmark terms analysis (Fig. 3e; Fig. S6; Fig. S7). Comparison between the two response groups to Dox, showed higher expression of angiocrine molecules in Prt ECs (Fig. 3f). Moreover, the increased expression of these genes in Prt ECs corresponds with pathways for stress and NF-κB (Fig. 3g), suggesting that resistance to prolonged Dox treatment may be linked to higher angiocrine expression molecules in clusters 6 and 10 due to NF-kB pathway activation.

To investigate the initial changes in angiocrine signals, we next analysed the acute Dox treatment (hereinafter referred to as Shrt), which reflects the first week of the prolonged treatment, where tumour growth rates were similar between the Rsp and Prt groups (Fig. 1b). All previously described EC populations were represented across samples (Fig. S8a-b) with about half identified as angiogenic (Fig. S8c). After Shrt Dox treatment, we observed a reduction in immature and proliferative ECs (clusters 3 and 9) and a slight increase in oxidative ECs (cluster 8) (Fig. S8c). Myc targets showed significant differences in the Shrt EC clusters, possibly accounting for the reduction in proliferative ECs (cluster 9) (Fig. S8d). In contrast to prolonged Dox treatment, the NF-kB pathway did not show significant changes, although clusters 6 and 10 show variation in some stress and NF-kB pathway gene expression (Fig. S8e). Characteristic angiocrine molecules in these clusters also exhibited varied regulation levels (Fig. S8f).

**Fig. 3:**
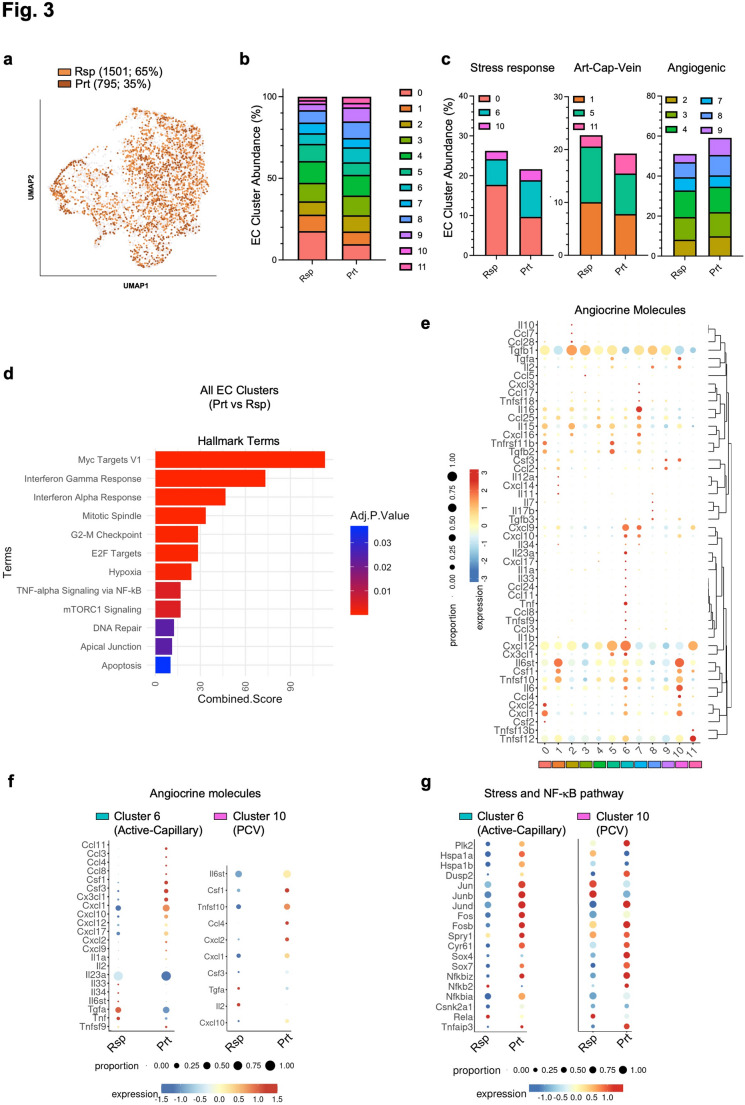
Angiocrine factors alterations in specific endothelial cells populations associates with response to prolonged Doxorubicin treatment. **a**. UMAP visualises single endothelial cells (ECs) isolated from MMTV-PyMT tumours from Responders (Rsp), and Partial Responders (Prt) prolonged Doxorubicin (Dox)-treated mice. (n = 3 pooled tumour samples per condition). Numbers in parenthesis represent cell counts. **b**. Cell cluster abundance in percentage, in each Dox treatment group. **c**. Abundance of clusters (in percentage) in each indicated EC cluster category, in each Dox-treated group. **d**. Significantly deregulated Hallmark pathway terms in Prt versus Rsp ECs. Colour gradient scale represents adjusted p-values (Fisher exact’s p-value). **e**. Bubble plot shows representative angiocrine molecules expression within each cluster in Rsp versus Prt ECs. **f**. Angiocrine molecules, and **g**. Stress response and NF-kB pathway molecules from angiocrine expression within clusters 6 and 10, in Rsp versus Prt ECs. Bubble size represents the percentage of cells in the cluster expressing a particular marker, and bubble colour represents marker expression levels. Plots generated with ShinyCell app[91] from normalized gene expression data.

### Doxorubicin-driven angiocrine signals influence the response of breast cancer cells to treatment in vitro

To study the impact of angiocrine signals from ECs in response to Dox on tumour cancer cells behaviour in vitro, we used Dox at 0.125µM dose. This dose was chosen based on that (1) isolated tumour cancer cells from treatment-naïve MMTV-PyMT tumours (Non-EC fractions) showed approximately a 50% reduction in survival rate when assessed by crystal violet assays (Fig. S9a), (2) previous work from our laboratory [7] shown that 0.125µM Dox treatment of endothelial cell cultures generates cytokine enriched conditioned media, thus a relevant feature for our current study; and (3) is similar to that used in the in the literature [7, 43, 44]. Isolated ECs from treatment-naïve MMTV-PyMT tumours (EC fractions), were treated with 0.125µM Dox for 24 h and then subjected to cytokine arrays analysis. Dox treatment of ECs resulted in the upregulation of several angiocrine molecules, including Ccl5, Ccl2, Cxcl10, Cxcl16, Cxcl1, and Selp (Fig. 4a, Fig. S9b-d). Notably, we found that NF-kB is a major regulator of these significantly regulated molecules (Fig. 4b) and that bulk-RNAseq results further support the increased expression of these molecules (Fig. S9e). Moreover, these angiocrine molecules were predominantly upregulated in clusters 6 and 10 in our sc-RNAseq analysis, in the Prt ECs when compared to Rsp ECs (Fig. 4c).

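The 11 molecules marked as significant in the cytokine array of Fig. 4a were looked up in the bulk RNA-seq of Prt and Rsp ECs. In the paper's 20 samples 9 of the 11 were higher in Prt (exact sign test, two-sided, p = 0.0654), with a median log2 fold change of 0.58 in the list, and 0 passed the nominal threshold in edgeR. In all 21 samples 9 were higher, the median was 0.74 and Ccl5 passed. With limma-voom 8 of the 11 were higher in the paper's samples (exact sign test, p = 0.227) and 10 in all 21 (exact sign test, p = 0.0117), and 0 passed in either set. The sign tests take the molecules as independent, although all were measured in the same samples. Their p-values therefore do not measure the spread between mice. With edgeR in all 21 samples, 8 of 56 splits into groups of these sizes, the real one included, gave as many higher. Ccl5 (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) had 41.7 ± 21.3 CPM (SD, n = 3) in Prt and 15.0 ± 10.4 (n = 4) in Rsp ECs, a log2 fold change of 1.48 (standard error 0.76, adjusted p = 0.473 in edgeR), and 46.2 ± 16.3 (n = 3) in Pla ECs. The log2 fold changes were 1.02 for Ccl2 (standard error 0.69), 0.97 for Lif (0.65), 0.58 for Cxcl1 (0.62), 0.58 for Cxcl10 (0.82), 0.35 for Cxcl16 (0.40), 0.53 for Sele (0.98) and 0.32 for Selp (0.81). Rarres2 changed by 0.75 with a standard error of 1.46, and it had 0 counts in some samples of both groups. Gas6 and Vcam1 were lower, by -0.58 (standard error 0.46) and -0.38 (standard error 0.81). Vcam1 changed by 0.08 with limma-voom in all 21 samples. The spread between replicates exceeded most of these differences: Ccl5 and Cxcl10 lay above the highest Rsp sample in 2 of 3 Prt samples, and Ccl2, Cxcl1 and Lif in 1. Without EC Prt replicate A2_1R, 6 of the 11 were higher, and Ccl2, Lif and Rarres2 changed direction. In Non-ECs 1 of the 11 was higher in Prt, and 3 with limma-voom. The interaction of fraction and response was positive for all 11 in both sample sets with edgeR, and Ccl2 passed its nominal threshold, whereas with limma-voom it was positive for 9 and 0 passed. Ccl12, on the array without significance, changed by 0.70 (standard error 0.93).

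**Figure D3:**
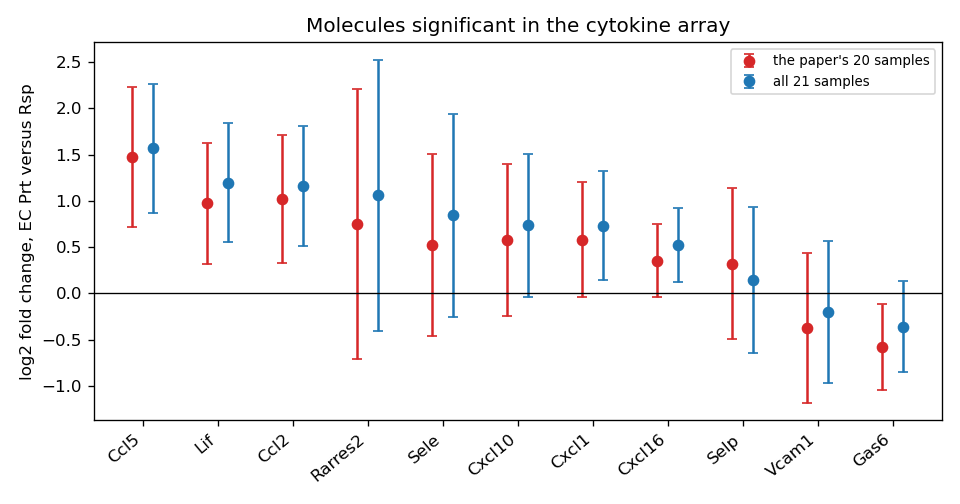
Log2 fold change between Prt and Rsp ECs for the 11 molecules, in the paper's 20 samples (red) and in all 21 (blue), with points for edgeR's estimate and bars for ± 1 standard error. Gas6 and Vcam1 lie below 0 in both sets and Ccl5 is highest.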

Tumour spheroid cultures provide a three-dimensional model that closely mimics the architecture and microenvironment of in vivo tumours, making them valuable for evaluating anticancer drug responses [45–47]. To analyse the effect of Dox-driven angiocrine signals on cancer cells, treatment-naïve MMTV-PyMT tumour-derived cancer cells, were used to form spheroids, and subsequently were treated with conditioned media from ECs pre-treated with Dox and subsequently washed (Fig. 4d-e). In comparison to conditioned media (CM) from PBS control (Veh)-treated ECs, CM from Dox-treated ECs protected cancer cells from DNA damage and death, indicated by a reduction in p-H2AX and active Caspase-3 levels respectively (Fig. 4d-e; Fig. S10a-b). Further, crystal violet survival assays performed in MMTV-PyMT tumour-derived cancer cell in two-dimensional cultures, subjected to same CM and Dox treatments above described, shown that CM from Dox-treated ECs protected Dox-treated-, but not Veh-treated-, cancer cells from death (Fig. S11a).

**Fig. 4:**
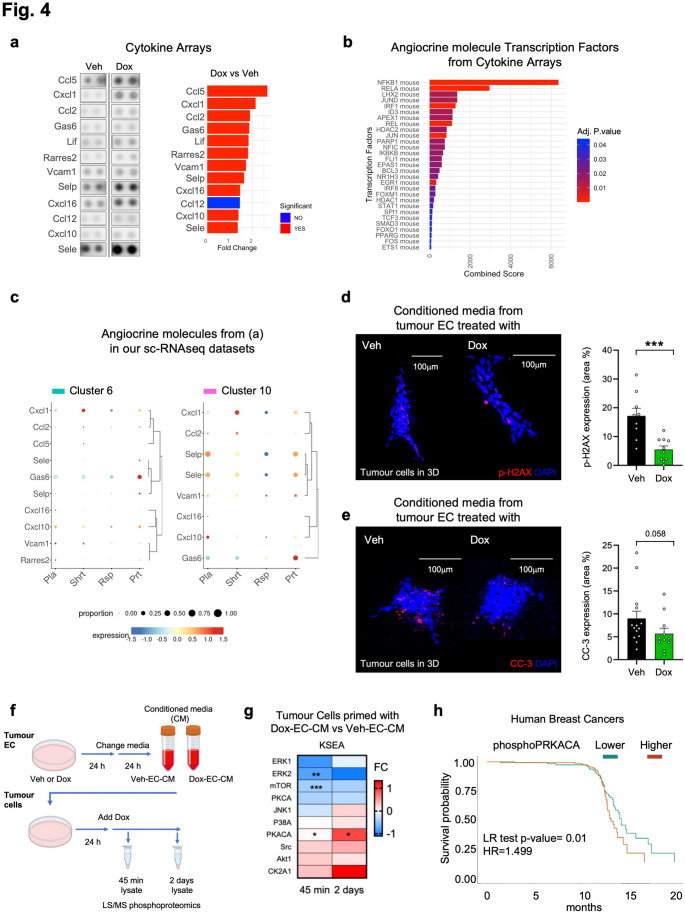
Doxorubicin-driven endothelial angiocrine signals promote molecular changes in tumour cancer cells related with development of resistance to Dox-treatment. **a**. Cytokine arrays analysis of endothelial cells (ECs) isolated from MMTV-PyMT tumours and treated in culture with PBS vehicle (Veh) or 0.125µM Doxorubicin (Dox) for 24 h. Selected cytokines and quantification bar plot are shown. n = 4 replicates; NO = not statistically significant; YES = p < 0.05 (two-sided Student’s t-test). (**b**). Bar plot of Trrust transcriptional factors using the significantly deregulated cytokines from the arrays in (**a**). Colour gradient of bars represents adjusted p-values (Fisher exact’s p-value). (**c**) Bubble plot shows expression of significant deregulated genes from arrays in (**a**) assessed in the angiocrine clusters 6 and 10 from the sc-RNAseq analysis. Genes were cluster according to their expression across the samples. Colour gradient of bars represents adjusted p-values (Fisher exact’s p-value). Representative images from MMTV-PyMT tumour-derived cancer cell spheroids pre-treated with conditioned media from ECs treated in culture with PBS vehicle (Veh) or Doxorubicin (Dox) for 24 h, cancer cells were next treated with Veh or 0.125µM Dox for further 48 h, and last stained for (**d**) p-H2AX or (**e**) Cleaved Caspase-3 (CC-3). Scales, 100 μm. Quantification plots of p-H2AX area or CC-3 area per DAPI-positive area are shown. ****p < 0.0001 (two-sided Student’s t-test). (**f**). LS/MS phosphoproteomics experimental design for MMTV-PyMT tumours-derived cancer cells sample analysis. Created with BioRender (CW294BUSKT). (**g**). Kinase Significant Enrichment Assay (KSEA) analysis. FC, fold change. n = 4 cell lysates for each condition; *P < 0.05, **P < 0.01, ***P < 0.001 (two-sided Student’s t-test). (**h**) Kaplan-Meier plot shows disease progression/survival in high and low phospho-PRKACA expression human breast cancer patient groups from LinkedOmics database [48]. Cox proportional hazard ratios, with the rank P value is shown

Mass Spectrometry phosphoproteomic analysis was performed to decipher changes occurring in the tumour cells after the treatment with the EC CM, which may protect them from Dox damage, and promote the resistance to the treatment. Analysis showed that CM from EC treated with Dox promoted significant reduction of ERK2 and mTOR and, in contrast, PRKACA was found significantly upregulated (Fig. 4f-g). Taken together these changes in signalling pathways may lead to the functional changes observed in the tumour cancer cells as we observed significant regulated pathways related with DNA damage repair from the phosphoproteomic data (Fig. S11b). Furthermore, to test whether our results could extend to human disease, we interrogated human breast cancer patient phosphoproteomic datasets [49], we found that high phospho-PRKACA expression levels in breast cancer patients associates with poor survival outcome (Fig. 4h). Overall findings not only delineate the heterogeneity of EC responses but also demonstrate how alterations in NF-κB/PRKACA dependent angiocrine signalling contribute to the development of partial resistance to Dox.

## Discussion

ECs are increasingly recognised as active regulators of tumour progression rather than passive conduits for nutrient delivery. Beyond their vascular functions, ECs modulate senescence, metastatic niche formation, immune responses, and therapeutic resistance through dynamic angiocrine signalling [13, 14, 50, 51]. Here, we investigated how endothelial heterogeneity and angiocrine programmes influence sensitivity to Dox, a first line DNA-damaging agent in breast cancer therapy [1, 2].

Using the MMTV-PyMT mammary carcinoma model with a tumour cell implantation approach, to standardise experimental timing, we observed heterogeneous tumour responses to prolonged Dox treatment. Some tumours displayed repeated strong growth regression, whereas others showed only transient responses followed by increased regrowth, suggesting partial resistance. Similar adaptive resistance has been described in BRCA1-deficient breast cancer models treated with DNA-damaging agents and in other malignancies where resistance arises through tumour microenvironmental remodelling, immune suppression, or malignant cell plasticity [52–54].

Bulk transcriptomic profiling revealed pronounced tumour microenvironment compartment-specific differences. ECs underwent substantial transcriptional reprogramming associated with partial or “failed” responses to Dox, whereas epithelial cancer cell-enriched populations remained relatively homogeneous. These findings align with previous reports showing that chemotherapy profoundly alters EC transcriptional states, promoting angiogenic activity, impairing vascular differentiation, and inducing senescence or extracellular matrix remodelling programmes [55–58]. 

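The spread between replicates of each group was measured as the mean over genes of the SD of log2 CPM. In the paper's 20 samples it was 0.577 in Pla, 0.769 in Rsp and 1.04 in Prt ECs. In Non-ECs it ranged from 0.476 to 0.598. With A1_BE the value for Rsp ECs rose to 1.11. Across all genes tested, the SD of the log2 fold change between Prt and Rsp was 1.36 in ECs and 0.764 in Non-ECs of the paper's samples. Most mice gave both fractions, so deviations from the group mean were compared between fractions. Across genes, where genes are not independent replicates, their mean correlation was 0.074 for fractions of the same mouse (9 mice) and -0.025 for fractions of different mice of the same group. With the mouse as a block, 432 genes passed the nominal threshold for the interaction of fraction and response, below the 761 that chance gives. Of all 21 samples, that fit used those of the 10 mice that gave both fractions.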

Notably, angiocrine pathways were selectively altered in ECs from partially Dox-responsive tumours, underscoring endothelial-specific mechanisms of resistance.

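For the molecules of Fig. 1f, the nominal threshold between Prt and Rsp was passed by 14 in Non-ECs of the paper's 20 samples where 9.53 were expected (one-sided Fisher's exact test, p = 0.0962), 4 higher and 10 lower. With A1_BE 13 passed with 7.27 expected (exact p = 0.0308). Limma-voom removed this excess and turned the direction. It gave 14 in the paper's samples, 11 higher and 3 lower, with 14.8 expected (exact p = 0.628). In all 21 it gave 12, 9 higher and 3 lower, with 13.0 expected (exact p = 0.658). With edgeR, the interaction of fraction and response passed for 13 of the molecules in the paper's samples, with 10.9 expected (exact p = 0.291), and for 11 in all 21, with 7.74 expected (exact p = 0.153). Among these in the paper's samples, the change was more positive in ECs than in Non-ECs for Ccl2, Ccl7, Cmtm7, Igf1, Manf and Tgfb1 and more negative for Clec11a, Csf1, Hc, Il23a, Ntf5, Sema3e and Slit2. Of the former, Ccl7, Cmtm7, Igf1 and Tgfb1 passed as lower in Non-ECs and Manf alone as higher in ECs. After adjustment over the list, 1 of the molecules passed for the interaction in edgeR in the paper's samples (smallest adjusted p = 0.0158) and 0 in all 21, and limma-voom gave 2 and 0. After adjustment over all genes, 0 passed in either set. The list is the paper's own selection from these data. Its counts and the adjustment over the list alone therefore give no separate support.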

Chemotherapy-induced modulation of the endothelial secretome has emerged as a key determinant of tumour progression and therapeutic failure. EC-derived angiocrine factors can establish chemoresistant niches, as shown by Serpine1 secretion in breast cancer lung metastases and IL-8-mediated drug resistance [59, 60]. Angiocrine signalling also reshapes extracellular matrix organisation, cell adhesion, and angiogenesis, collectively diminishing tumour sensitivity to cytotoxic therapies [61]. Our findings extend these observations by demonstrating that Dox similarly reprograms EC secretory profiles in mammary breast cancer tumours.

Single-cell RNA sequencing revealed extensive vascular heterogeneity, including arterial, venous, capillary, and angiogenic EC populations corresponding to previously described tip and proliferative states. Multiple studies support that cancer therapy, including chemotherapy, can induce host responses, such as activation of endothelial progenitor cells or mobilisation of bone marrow–derived cells, which paradoxically promote angiogenesis, tumour regrowth, and progression after therapy [38–42]. These subsets likely contribute to abnormal, leaky tumour vasculature, impairing drug delivery, promoting hypoxia, and fostering resistance [62–64]. Restoration of vascular maturity has been shown to improve chemotherapy efficacy, supporting a causal role for endothelial dysfunction in therapeutic resistance [64].

Among these populations, we identified a distinct “Oxidative-active EC” subset characterised by elevated oxidative phosphorylation markers and cyclin D1 expression, consistent with a G1 cell-cycle state [65]. These cells exhibited enhanced glycolysis, oxidative phosphorylation, glutamine metabolism, and drug metabolism without expressing canonical markers of immaturity. While hypoxia-associated gene expression was present, it was not markedly elevated relative to other EC subsets. Oxidative EC metabolism has been implicated in pathological angiogenesis, tumour growth, and chemoresistance [66–68]. We propose that this population contributes to Dox resistance by sustaining dysfunctional vasculature, limiting drug delivery, and releasing survival-promoting angiocrine factors.

Angiocrine signalling also plays a central role in shaping tumour-immune interactions. Our single-cell analyses revealed distinct angiocrine expression profiles across EC subsets, with active capillary and postcapillary venous ECs showing enrichment of molecules linked to therapy response and immune regulation. Capillary ECs are specialised for molecular exchange and secretion, supporting tumour cell stemness and stress adaptation, while postcapillary venules secrete factors involved in immune cell recruitment and coagulation. In breast cancer, the spatial interplay between these compartments within angiogenic regions correlates with increased metastatic risk and poorer prognosis [50, 51]. Furthermore, postcapillary venules can be reprogrammed into high endothelial venules, generating immune-permissive niches during immunotherapy [69].

Angiocrine gene expression is regulated by multiple transcriptional programmes, including ETS family members, Notch signalling, hypoxia-inducible factors, ERG, AP-1, EphA2, and NF-κB [13, 15, 70–73]. NF-κB signalling is of relevance to chemoresistance, as Dox-induced oxidative stress activates this pathway, driving pro-inflammatory cytokine and pro-angiogenic factor expression [7, 74, 75]. Consistent with this, we observed elevated NF-κB pathway activity within angiocrine EC clusters, correlating with partial tumour responses and enrichment of these factors in EC-derived secretomes.

Functionally, conditioned media from Dox-treated ECs reduced tumour cell sensitivity to Dox-induced DNA damage and cell death. Our phosphoproteomic analyses revealed an initial suppression of mTOR and ERK signalling, that is, respectively sustained and further increased over time; and a pronounced activation of PRKACA. While mTOR and ERK signalling are established mediators of Dox resistance, emerging evidence suggests that dysregulated PRKACA activity promotes tumour survival [76]. Although much of the literature finds that ERK2 phosphorylation promotes chemoresistance, some evidence suggests that reducing ERK2 phosphorylation may also trigger Dox resistance mechanisms in various tumour cells, including breast cancer cells, potentially via dormancy or reduced cell death [77–79]. Additionally, inhibiting ERK activation may also increase DNA-damage repair and reduce p-H2AX [80]. Moreover, PKA is known to exert negative regulation of ERK2 activity [81, 82] and PKA activation in DNA damage-repair has also been reported in yeast [83–85]. We speculate that EC-derived angiocrine factors may dynamically affect ERK2, PKA and other kinases activity contributing to DNA-damaging chemotherapy resistance, reflected by the p-H2AX levels in cancer cells. Overall, our data suggest that angiocrine signals signpost chemoresistance through PRKACA activation, thus representing a potential therapeutic vulnerability.

Previous work has shown that DNA-damaging agents such as doxorubicin can affect EC-derived angiocrine factors [86]. For example, genetic ablation of EC-FAK, can affect the doxorubicin driven DNA-damage-induced angiocrine cytokine profiles, which in turn are associated with changes in doxorubicin effects on tumour cell survival and tumour growth. These effects correspond with p-H2AX Here we show that levels of chemoresistance are associated with altered angiocrine profiles, including IFN-γ, TGF-β, or IL-1β [87, 88], that have been reported to modulate ERK activation/inactivation, or PKA status [89]. Thus, the effects are an impairment of drug action, but the exact mechanisms remain unknown and will be the subject of a follow-on study.

In conclusion, our work reveals a distinct regulation of ECs within mammary tumours that correlates with the response to Dox. By dissecting EC heterogeneity, we identified specific subpopulations uniquely responsible for producing angiocrine signals that shape both therapeutic response and the vascular landscape of the tumour. Importantly, we demonstrate that the endothelial secretome actively modulates breast cancer cell sensitivity to Dox through the regulation of defined phosphoprotein signalling pathways. Together, these findings uncover a previously underappreciated role of EC in therapy response and highlight new opportunities to exploit the vascular niche for therapeutic intervention.

## Materials and methods

### Mice experiments and treatments

FBV/N background MMTV-PyMT-positive mice were used for this study. Health screens were performed in accordance with UK Home Office guidelines to monitor the health of rodent colonies, and to confirm free status of pathogens. Animals were housed in groups of 4–6 mice per cage in a 12 h light/dark cycle, with controlled room temperature (21 ± 1 °C) and relative humidity (40–60%). Animals had access to food and water *ad libitum*. To standardise growth of tumours and to perform treatments at the same size, we isolated epithelial malignant cells from tumours of MMTV-PyMT-positive mice, that were implanted in the fourth mammary fat pad of FBV/N Widtype females. 10^5^ cells were implanted per mice in a drop of 10 ul mixed 1:1 with Matrigel (Corning, 356234). Once the tumours reached around 100–200 mm^3^ of volume, mice were treated intraperitoneally with 4 mg/kg of Doxorubicin (Dox) or Placebo. For short Dox treatment, we treated the mice once, and 48 h after they were sacrificed, and tumours were processed. For the prolonged Dox treatment, mice were treated once weekly, for a period of 3 weeks with the same dose.

### Tumour digestion and cell isolation

Tumours were removed and cut to small pieces with a scissor. Then they were digested using 0.1% collagenase type I diluted in DMEM (Gibco), supplemented with 10% of EGM2 media (Promocell), 1% of BSA (Sigma), DNAse I, 100 mM HEPES and 2 mM EDTA. First the mix of tumour pieces was mixed with the digestion media, and tumours were processed in gentleMACS™ Dissociator (Miltenyi), then incubated at 37 degrees for 30 min, and then processed again in the Dissociator. Homogenized tumours were filtered with a 70-um filter and then the cell pellet was subjected to different procedures. ECs were enriched using a mix of antibodies against CD31, CD144 and ICAM2 (BD) and 30 ul of Dynabeads™ Sheep anti-Rat IgG (ThermoFisher). For bulk RNAseq, cell preparation was directly lysed to isolate mRNA. The non-binding fraction was used to enrich epithelial cells [25]. For single cell RNA-seq, endothelial cells were isolated from a pool of two mice per condition using cell death removal and EC isolation bead kits from Miltenyi. To obtain a pure population of ECs, we selected DAPI-, CD45-, EPCAM-, CD31 + cells by FACS. Cells were immediately processed for sc-RNAseq.

### Bulk-RNA sequencing and analysis

RNA was extracted using the Qiagen RNeasy kit (Cat no. / ID. 74104) according to the manufacturer’s instructions. Briefly, the cells were lysed with the provided Lysis Buffer, loaded into columns and centrifuged. Columns were washed several times with Wash Buffers (Cat no. / ID. 74104) and then eluted into an Eppendorf. Library prep and RNA sequencing were carried out by the Queen Mary University of London, Genome Centre Facilty, using ribosomal depletion. Sequencing was performed on the Illumina NextSeq platform yielding ~ 17 million reads, paired-end, 75 bp length. RNASeq samples were mapped to the mouse genome GRCm38 (mm10) using hisat2 (v2.1.0). Number of reads aligned to the exonic region of each gene were counted using htseq-count. Only genes that achieved at least one read count per million reads (cpm) in at least 25% of the samples were kept. Conditional quantile normalization was performed accounting for gene length and GC content, and a log2-transformed RPKM expression matrix was generated. Differential expression analysis was performed using R packages EdgeR and ‘limma’ R. Briefly, normalized counts were transformed using voom. A linear model with an intercept-free design was fit to the voom-transformed data, with empirical Bayes (eBayes) applied to stabilize variance estimates. Pairwise contrasts were defined between the experimental groups to identify differentially expressed genes across the relevant comparisons. Statistical significance was assessed using moderated t-tests, and p-values were adjusted for multiple testing using the Benjamini-Hochberg (BH) correction. A threshold of BH adjusted p-value < 0.05 was used to define significantly differentially expressed genes in the purity check of epithelial vs. endothelial cell samples (Fig S1e). For all other differential expression contrasts, a nominal p-value < 0.05 threshold was used to define significantly differentially expressed genes, due to sample heterogeneity within the treatment group contrasts. PCA plot was generated using R packages factoextra and FactoMineR. Heatmaps were generated using R package ComplexHeatmap.

### Processing of single-cell RNA sequencing

Single-cell suspensions were prepared and Live CD45- CD31 + populations were sorted. After this, cells were loaded and processed on the 10X Chromium Controller using the CG000331 Chromium Next GEM Single Cell 5’ Reagent Kits v2 (Dual Index) User guide enabled us to process the gene expression and endothelial profiling of the samples. Each library can be recognised by its unique sample index. Sample sequencing was performed at Novogene using a Novaseq 6000 platform and PE150 sequencing strategy. Gene expression reads were aligned using cellranger count (v6.0.1). Expression matrices were analysed using the Seurat package (v4.0.3). Starting from 2911 (Pla), 1834 (Shrt), 1882 (Rsp) and 1211 (Prt) cells per condition, the cells with mitochondrial reads making up > 10% of total read content or with less than 400 genes detected were removed. Multiple filtering steps were performed using DoubletFinder (v2.0.3) using author-recommended settings. Final number of 2008 (Pla), 1391 (Shrt), 1501 (Rsp) and 795 (Prt) cells per condition. Datasets were normalized using SCTransform (v0.3.2) using the top 3,000 variable genes. Principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) dimensional reduction (dims = 1:30) was then performed using RunPCA and RunUMAP. Clustering was performed using FindClusters, using a resolution of 0.8. All differential gene expression analyses were performed on log normalized gene expression values (using NormalizeData, default parameters) using the MAST algorithm [90] within FindMarkers. To aid visualisation, sc-RNAseq data was packages into an interactive interface using ShinyCell [91]. Venn diagrams of deregulated genes were created with Venny app (https://bioinfogp.cnb.csic.es/tools/venny/index.htm).

### Gene ontology, terms and transcriptional factors analysis

Significant differential expressed genes were loaded into EnrichR [26–28] and Hallmark, Gene Ontology process or TF perturbations were analysed. Combined Score is described as c = log(p) * z, where c = the combined score, p = Fisher exact test p-value, and z = z-score for deviation from expected rank.

### Cytokine arrays

Endothelial cells isolated from treatment-naïve MMTV-PyMT tumours that were treated in vitro with PBS (vehicle, Veh) or Doxorubicin (0.125 µM) for 24 h and whole-cell lysates were extracted. Mouse cytokine arrays (Proteome Profiler ARY006, R&D Systems) were processed according to the manufacturer’s instructions using 100 µg of lysates (in 3% SDS, 60 mM sucrose, 65 mM Tris-HCl pH 6.8) per membrane. Pixel intensity analysis was used for quantification using Image J software (http://imagej.nih.gov/ij).

### In vitro doxorubicin treatment

Endothelial cells isolated from treatment-naïve MMTV-PyMT tumours were treated in vitro with PBS (vehicle, Veh) or Doxorubicin (0.125 µM) for 24 h. Media was changed and recovered after another additional 24 h. 1000 treatment-naïve MMTV-PyMT-tumour derived cancer cells were seeded in drops of 20 µl of 10%FBS DMEM containing 0.25% of methylcellulose (Sigma-Aldrich) and left overnight to form spheroids using the “hanging drop” method [33, 92, 93]. Briefly, drops where seeded using a multichannel pippete on the lid of a 15 cm dish, and then the lid was flipped over the dish (containing PBS). 24 h after incubation at 37 °C, drops were carefully collected with a P1000 tip, centrifuged, embedded in 4 mg/ml matrigel gels and incubated at 37 °C to solidify for 1 h. Conditioned media from ECs was added for 24 h to the gels, then spheroids were treated with PBS (vehicle, Veh) or Doxorubicin (0.125 µM) for extra 48 h. For the 2D experiments, 3000 cells were seeded and primed with conditional media from tumour ECs for 24 h and then treated with Doxorubicin for 72 h. Cells were fixed with cold methanol, and stained with crystal violet (diluted in 20% ethanol) for 15 min. After several washes with water, the plates were left to dry. Day after crystals were dissolved with methanol and quantify in a spectrophotometer at 590 nm.

### Immunostaining of spheroids

Gels were fixed in 1% PFA PBS for 30 min and washed in PBS. Gels were then permeabilized and blocked for 2 h in blocking and permeabilization (BP) buffer (2% BSA, 0.3% Triton X-100, 0.3 M glycine, 0.2% azide, and 1% goat serum in PBS). Gels were incubated with primary antibodies (anti-phosphohistone γH2AX (p-H2AX, Ser 139) antibody (Sigma-Aldrich, clone JBW30) or anti-cleaved caspase 3 (Cell Signalling, 9661) for overnight in the same buffer. The next day, gels were post-fixed in 4% PFA for 15 min. After a wash and 30 min in BP buffer, gels were incubated with appropriate secondary antibodies. Spheroids were imaged using an Laser Scanning Confocal Microscope (Zeiss 710) at 10x with NA 0.3 magnification, a 405 nm (DAPI) and 568 nm (TRITC) lasers were used. The area of positive staining of the proteins of interest was calculated within each spheroid and normalised to the area of the spheroid using Image J software (http://imagej.nih.gov/ij).

### Proteomic and phosphoproteomics analysis

Endothelial cells isolated from MMTV tumours that were treated with or without Doxorubicin (0.125 μm) for 24 h. Media was changed and recovered after another additional 24 h. Epithelial cells isolated from MMTV tumours, were treated with conditioned media from ECs for 24 h and then treated with 0.125 µM Doxorubicin for 45–48 h. Then cells were washed twice with ice cold PBS supplemented with phosphatase inhibitors (1 mM Na_3_VO_4_, 1 mM NaF). Cells were lysed in Urea Buffer [8 M Urea in 20 mM HEPES (pH 8.0)] supplemented with phosphatase inhibitors (1 mM Na_3_VO_4_, 1 mM NaF, 1 mM β-glycerol-phosphate, 2.5 mM Na_4_P_2_O_7_). Cell lysates were centrifuged for 10 min at 20,000 x *g* at 4 °C and supernatant transferred to fresh low protein binding tubes. Protein was diluted in a volume of 400 µl in Urea Buffer. Samples were sequentially incubated at 24 °C, shaking, with 10 mM dichlorodiphenyltrichloroethane (DDT) for 1 h and 16.6 mM iodoacetamide (IAM) for 30 min. Urea concentration was diluted to 2 M with 1.2 ml of 20 mM HEPES (pH 8.0), 90 µl of conditioned trypsin beads [50% slurry of TLCK-trypsin (20230; Thermo-Fisher Scientific Inc, Waltham, MA, USA) conditioned with 3 washes of 20 mM HEPES (pH 8.0)] were added, and samples were incubated overnight at 37 °C with shaking. Trypsin beads were removed by centrifugation at 2,000 x *g* for 5 min at 5 °C and 140 µg of digested protein was used for phosphoproteomics; 20 µg were used for proteomics. Samples were desalted using Carbon C18 Top tips (TT2MC18; Glygen, Thermo-Fisher Scientific Inc). CTop tips were activated with 100 µl of elution solution (70% acetonitrile (ACN), 0.1% trifluoroacetic acid (TFA)) and equilibrated twice with 200 µl of wash solution (1% ACN, 0.1% TFA). Samples were loaded and columns washed twice with 200 µl of wash solution (1% ACN, 0.1% TFA). For phosphoproteomics, phosphopeptides were eluted 4 times with 50 µl of glycolic acid solution 1 (1 M glycolic acid in 50% ACN, 5% TFA) and subjected to phosphoenrichment. Phosphopeptides were enriched using TiO_2_ beads (5020–75010; Capital HPLC Ltd, Broxburn, Scotland). Desalted samples were diluted to a volume of 500 µl using glycolic acid solution (1 M glycolic acid in 80% ACN, 5% TFA) and incubated for 5 min with 50 µL of titanium bead solution (500 µg/ml TiO_2_ beads in 1% TFA). Samples were centrifuged for 3 min at 1,500 rpm at room temperature (RT) and two thirds of the supernatant was transferred to fresh tubes. The pellets of TiO_2_ beads were resuspended in the remaining third of supernatant and pack into empty spin tips (TT2EMT; Glygen) by centrifugation. The supernatants collected in the previous step were run through the TiO_2_ loaded spin columns by centrifugation. TiO_2_ beads were sequentially washed by centrifugation with 100 µL of glycolic solution 2, ammonium acetate solution (100 mM ammonium acetate in 25% ACN) and twice with neutral solution (10% ACN). Phosphopeptides were eluted from the TiO_2_ beads by centrifugation with 4 times 50 µl of phosphopeptide elution solution (5% NH_4_OH). All centrifugations were done at 1,500 rpm at RT. Phosphopeptide solutions were frozen in dry ice for 15 min, dried in a speed vac and stored at -80 °C. Phosphopeptide pellets were re-suspended in 7 µl of reconstitution buffer (20 fmol/µl enolase in 3% ACN, 0.1% TFA) and 5 µl were injected into an LC-MS/MS platform. The LC system (Dionex UltiMate 3000 RSLC, Thermo-Fisher Scientific Inc) used mobile phases A (3 ACN: 0.1% FA) and B (100% ACN; 0.1% FA). Peptides were trapped in a µ-pre-column (160454; Thermo Fisher Scientific Inc) and separated in an analytical column (EASY-SPRAY RSLC C18 2 µM, 50 CM X 75 µM, #ES903, Thermo-Fisher Scientific Inc). The following parameters were used: 3% to 23% B gradient for 90 min and a flow rate of 0.25 µl/min. Samples were run in the Liquid chromatography–mass spectrometry/mass spectrometry LC-MS/MS system in a randomized manner by shuffling samples before loading. As they eluted from the nano-LC system, peptides were infused into the online connected Q-Exactive Plus system via an Easy Spray Source. The instrument operated a 2.1 s duty cycle consisting in the acquisition of a full scan survey spectra (375–1,500 m/z) with a 70,000 FWHM resolution was followed by, a data-dependent acquisition process in which the 15 most intense ions were selected for HCD (higher energy collisional dissociation) and MS/MS scanning (200–2,000 m/z) with a resolution of 17,500 FWHM. A 30 s dynamic exclusion period was enabled with an exclusion list with 10 ppm mass window. Overall duty cycle generated chromatographic peaks of approximately 30 s at the base, which allowed the construction of extracted ion chromatograms (XICs) with at least 10 data points. Peptide pellets for proteomics analysis were resuspended in reconstitution buffer (0.5 µg/µl) and 2 µl were injected into the LC-MS/MS platform. Samples were run in a 120 min gradient (3% to 23% B) and the rest of the LC-MS/MS parameters were kept as indicated for phosphoproteomics analysis.

### Phosphoenrichment, KSEA and GO enrichment analyses

Mascot Daemon 2.6.0 (http://www.matrixscience.com/mascot_support_v2_6.html*)* automated peptide identification from MS data. Mascot Distiller v2.7.1.0 generated Peak list files (MGFs) from RAW data. Mascot search engine (v2.5) matched data stored in MGF files to peptides. Searches were performed against the SwissProt Database (uniprot_sprot_2014_08.fasta) with a FDR of ~ 1% and the following parameters: 2 trypsin missed cleavages, mass tolerance of ± 10 ppm for the MS scans and ± 25 mmu for the MS/MS scans, carbamidomethyl Cys as a fixed modification, PyroGlu on N-terminal Gln, oxidation of Met and phosphorylation of Ser, Thr and Tyr as variable modifications. The in-house developed Pescal software was used for label-free peptide quantification, XICs for all the identified peptides across all samples were constructed with ± 7 ppm and ± 2 min mass and retention time windows, respectively. Peak areas from all XICs were calculated. Missed datapoints were given an intensity value equal to the minimal value obtained in the assessed sample divided by 10. Intensity values for each peptide were normalised to total sample intensity. For proteomics analysis, phosphorylation of Ser, Thr and Tyr was not considered in Mascot searches. Peptides were quantified with Pescal as previously indicated [25]. Protein amount was inferred using the quantitative data for all peptides identified in the same protein. Gene ontology (GO) enrichment analysis was carried using the inputs from the protein kinases obtained from phosphosites of the phosphoproteomic data, and Kolmogorov-Smirnoff test was performed to assess statistical significance.

### Survival analysis

OncoProExp: An interactive shiny web application for comprehensive cancer proteomics and phosphoproteomics analysis [49] was used to analyse phospho PRKACA expression in breast cancer patients from CPTAC pan-cancer cohort using LinkedOmics [48].

### Statistical analysis

Values are presented as mean ± SEM. Statistical significance was determined by using the proper analysis in Prism. For two samples, t-student were applied, for two or more samples with two conditions, we applied Two-Way ANOVA. In multiple comparison a Multiple-t-test was used. Differences were considered significant with a p value < 0.05.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The RNA-seq datasets and phospho-proteomics data generated in this study have been deposited to the Gene Expression Omnibus (GEO) under accession number GSE314267, and GSE311784 and ProteomeXchange Consortium via the PRIDE partner repository under accession number PXD070990, respectively.

# Supplementary material for: Tumour endothelial cell reprogramming orchestrates angiocrine signalling to drive chemoresistance in breast cancer
**Source:** Angiogenesis. 2026 Jun 22;29(3):48. doi: 10.1007/s10456-026-10063-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplemental Information for**

**Tumour Endothelial Cell Reprogramming Orchestrates Angiocrine Signalling to Drive Chemoresistance in Breast Cancer**

Jesus Gomez-Escudero^1,2,6^, Eleni Maniati^1^, Julie Holdsworth^1^, Gordon Beattie^3,4^, Maruan Hijazi^1,2^, Matt Guelbert^5^, Samar Elorbany^1^, Pedro Cutillas^1^, Jun Wang^1^, Kairbaan Hodivala-Dilke^1,6^ , and Gabriela D’Amico^1,6^

^6^Joint corresponding authors

**Keywords:** angiocrine, chemoresistance, breast cancer, NF-κB, Doxorubicin

This document contains:

- Fig.S1 to Fig.S11 (11 supplemental figures)
- Associated Legend Fig.S1 to Fig.S11 (11 supplemental figure legends)

******

***Fig. S1*.** **Prolonged Doxorubicin treatment promotes different response patterns in the MMTV-PyMT breast cancer model. a*.*** Plot shows tumour growth curves shown as tumour volume (mean ± SEM mm^3^) over time (days after treatment) for the same mice shown the shown in Fig.1b. *n* = 3 (Placebo, Pla), *n* = 6 (Responder to Dox; Rsp), *n* = 6 (Partial Responder to Dox; Prt) mice. Two-way ANOVA, Dunnett’s post-test. ***p<0.001. **b.** Bar plot shows percentage of days in which the tumour size from mice in (a) was found decreased (green) or increased (purple) compared to the previous day measurement. *n* = 6 (Rsp), *n* = 6 (Prt); ***p-value<0.001 (Two-way ANOVA, Sidak’s post-test). **c.** Plots depict change in tumour size in respect to previous measurement day (as fold change) generated with mice from 3 different experiments performed under same settings shown in Fig.1a. *n* = 3 (Pla), *n* = 16 (Rsp), *n* = 15 (Prt) mice. **d.** Bar plot shows percentage of days in which the tumour size from mice in (c) was found decreased (green) or increased (purple) compared to the previous measurement day. *n* = 16 (Rsp), *n* = 15 (Prt); **p-value<0.01 (Two-way ANOVA, Sidak’s post-test). **e.** Heatmap visualises significant regulated endothelial and non-endothelial/epithelial markers expression in bulk-RNAseq samples enriched in tumour endothelial cells (ECs) and in tumour cancer cells (Non-ECs) from placebo (Pla) and Dox-treated mice. *n* = 10 (ECs), *n* = 10 (Non-ECs). Bar plots show top pathway terms significantly deregulated in **f**. Rsp vs Pla and in **g.** Prt vs Pla tumour ECs. Colour gradient of bars represents adjusted p-values (Fisher’s exact test, Benjamini-Hochberg post-test for multiple hypotheses).

******

***Fig. S2.***  **Tumour endothelial cells exhibit distinct transcriptomic differences across prolonged Doxorubicin treatment response patterns.** **a.** Heatmap shows significant deregulated genes between Responder to Dox (Rsp) and Partial Responder to Dox (Prt) in non-endothelial cell (Non-EC) and endothelial cell (EC) samples isolated from MMTV-PyMT tumours from prolonged Doxorubicin treated mice. *n*= 5 non-EC Rsp, *n* = 3 Prt non-EC, *n*= 4 Rsp EC, and *n*= 3 Prt EC*.* **b.** Venn diagrams show significantly deregulated gene counts between Rsp and Prt samples in ECs and Non-ECs. **c.** Venn diagrams show significantly deregulated gene counts between Rsp and Prt related to Placebo (Pla) samples for ECs comparisons. Done with Venny app (https://bioinfogp.cnb.csic.es/tools/venny/index.htm).

******

***Fig. S3*. Representation of** **endothelial cell purity in the scRNA-seq analysis.** **a.** UMAP plots shows single endothelial cells isolated from MMTV-PyMT tumours from mice treated with Placebo or Doxorubicin (*n* = 3 pooled tumour samples per condition). Generated with ShinyCell app[91] based on normalized expression values. **b.** Bar plot represents the percentage of cells expressing each analysed gene from the UMAP plots (pct.express). Generated with R studio.

******

***Fig. S4.* Transcriptomic** **pathways changes in specific endothelial cell populations from the scRNA-seq analysis. a.** Gene Ontology terms analysis using positive marker genes from angiogenic clusters shown in Fig. 2f. **b.** Bar plot represents Hallmark pathway terms significantly deregulated using positive marker genes from cluster 8. Colour gradient of bars represents adjusted p-values (Fisher’s exact test). Generated with R studio. *n* = 3 pooled tumour samples per condition.

******

***Fig. S5*. Transcriptomic pathways changes in stress related endothelial cell populations in scRNA-seq analysis.** Bar plot shows top Hallmark pathway terms significantly deregulated using positive marker genes from clusters 0, 6 and 10. Colour gradient of bars represents adjusted p-values (Fisher’s exact test). Generated with R studio. *n* = 3 pooled tumour samples per condition.

***Fig. S6*. Angiocrine molecules expression in endothelial cell populations in scRNA-seq analysis.** Bubble plots show all angiocrine molecules expression within each endothelial cell cluster from prolonged Dox treated mice samples. Bubble size represents the ratio of cells in the cluster expressing a particular marker, and bubble colour represents marker expression levels. *n* = 3 pooled tumour samples per condition. Generated with ShinyCell app[91] based on normalized expression values.

***Fig. S7*. Angiocrine gene ontology terms analysis in distinct endothelial cell populations from sc-RNAseq analysis.** Bubble plot shows significant (-log Fisher’s exact test p value) cytokine, interleukin and chemokine gene ontology terms in each cluster of Responder to Dox (Rsp) and Partial Responder to Dox (Prt) MMTV-PyMT tumour-derived EC samples from prolonged Dox treated mice using the positive markers of each cluster. Generated with R studio. *n* = 3 pooled tumour samples per condition.

***Fig. S8*. scRNA-seq analysis of endothelial cells from acute Doxorubicin treated MMTV-PyMT tumours. a.** UMAP shows single endothelial cells isolated from Placebo (Pla) and acute Dox (Shrt) treated MMTV-PyMT tumour bearing mice. *n* = 3 pooled tumour samples per condition. **b.** Cell cluster abundance (in percentage) in each treated group. **c.**  Abundance of clusters (percentage) in each indicated EC cluster category, in each treated group (*n* = 3 pooled tumour samples per condition). **d.** Hallmark pathway terms analysis in Shrt versus Pla ECs. Fisher’s exact test p value. Generated with R studio. *n* = 3 pooled tumour samples per condition. **e.** Stress response and NF-kB markers, and **f**. Cytokine and chemokine-angiocrine characteristic molecules expression in angiocrine clusters 6 and 10 in Shrt versus Pla comparisons. Bubble size represents the percentage of cells in the cluster expressing a particular marker, and bubble colour represents marker expression levels. *n* = 3 pooled tumour samples per condition. Graphs generated with ShinyCell app[91] based on normalized expression values.

******

***Fig. S9*. Doxorubicin treatment *in vitro* changes angiocrine molecules protein expression in tumour endothelial cells*.* a.** Representative cell survival experiments images from tumour cancer cells derived from treatment naïve MMTV-PyMT tumour bearing mice (Non-ECs, two-dimenstional cultures, Crystal Violet cell survival assays). Tumour cancer cells were cultured in Optimem for 24 hours, then treated *in vitro* with Veh PBS control (vehicle, Veh) or 0.125μM Doxorubicin (Dox) for 72 hours. Quantification plot is provided as cell survival rate expressed as ratio against Veh control comparison. *n*= 4 biological repeats, 10 technical replicates in each and per condition. Mann-Whitney test. **** p-value<0.0001. Representative cytokine array blots of tumour endothelial cells isolated from MMTV-PyMT tumours and treated *in vitro* with **b.** vehicle PBS (Veh) or **c.** Doxorubicin (Dox) for 24 hours. *n* = 4 replicates from 2 membranes. **d.** Table shows the nomenclature for each selected (crop) analyte/cytokine shown in main Fig. 4. **e.** Bar plot shows expression of significantly deregulated angiocrine molecules from arrays in (b) assessed in the bulk-RNAseq EC samples analysis (Prt vs Rsp). Colour gradient of bars represents p-values (Fisher’s exact test with Benjamini-Hochberg post hoc test for multiple hypotheses). p-values numbers for each cytokine are included on within each bar.

******

***Fig. S10.* Conditional media from tumour endothelial cells treated with doxorubicin protects MMTV-pYMT-derived tumour cells from doxorubicin induced DNA damage *in vitro.* a.** Images from MMTV-PyMT-derived tumour cell 3D-spheroids pre-treated with conditioned media from endothelial cells that were treated with PBS control (vehicle, Veh) or Doxorubicin (0.125μm, Dox). Tumour spheroids were next treated with Dox at 0.125μM for 48 hours, fixed and stained for **a.** p-H2AX or **b.** Cleaved Caspase-3 (CC-3). Replicates from samples shown in Fig. 4d-e. *n* = spheroids (44) from 3 independent experiments. Scales, 100 μm.

******

***Fig. S11.* Conditional media from tumour endothelial cells treated with Doxorubicin *in vitro* protects breast tumour cells from Doxorubicin-driven DNA damage*.* a.** Representative cell survival experiments images, from tumour cancer cells primed for 24 hours with conditional media from tumour endothelial cells (ECs) that were exposed previously to PBS control (vehicle, Veh) or to 0.125μM Doxorubicin (Dox) for 24 hours *in vitro.* Next, the tumour cancer cells were treated with Veh or Dox (0.125μM) for additional 72 hours. Quantification plot is provided as cell survival rate expressed as ratio against Veh control comparisons. *n*= 4 biological repeats, 10 technical replicates in each. **** p-value <0.0001. *ns*, no significant (two-way ANOVA, Sidak’s post-test). **b.** Heatmap shows Ontology pathways related with DNA-damage and repair, obtained from phosphoproteomic datasets shown in Fig.4g. * represent significant regulated pathways (Kolgomorov-Smirnov test). *n* = 4 independent samples.

How the deposited data were processed for this re-analysis (not part of the article)

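Bulk RNA-seq of tumour endothelial cells (ECs) and of the remaining cells (Non-ECs) from MMTV-PyMT tumours was re-analysed. The authors isolated RNA, depleted ribosomal RNA, sequenced paired-end reads of 75 bp, mapped them to GRCm38 with hisat2 v2.1.0 and counted reads on the exons of each gene with htseq-count. The deposited table gives these counts for 50475 genes in 28 samples, without normalization or a filter. All values are whole numbers, and the table was checked to hold counts before a test for counts was used. The authors' further steps, conditional quantile normalization, log2 RPKM and limma-voom, were applied by them after this stage. Gene symbols, positions, length and GC content were taken from GENCODE mouse release 21, which holds 50376 of the genes.

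Groups followed the deposited labels, read together with the sample names and colours of Fig. 1c. Comparisons used 21 samples in 6 groups of 2 to 5, and the paper's 20 samples were these without EC Rsp replicate A1_BE. The other candidate for the sample left out was EC Rsp replicate C1_2R1L, and A1_BE was inferred from 6 legible positions in Fig. 1c. On PC2, their Pearson correlation with the scores was 0.895 without A1_BE (exact permutation p = 0.0236, two-sided) and -0.762 without C1_2R1L (exact permutation p = 0.0736), where the sign of a component is arbitrary. The Spearman correlations there were 0.943 and -0.657. On PC1, Pearson correlations were 0.648 (exact permutation p = 0.193) and 0.410 (exact permutation p = 0.497), and Spearman correlations were 0.429 and 0.0857. The choice of A1_BE is therefore an inference from few positions. The 7 samples labelled resistant were compared in a separate model of all 28 samples, and not with the groups of the paper except in an alternative that takes them as Prt. Total counts ranged from 2836230 to 26264206 with a median of 11676905. At these totals, 3 counts are between 0.114 and 1.06 CPM, which is given as the detection limit. Replicates differed by more than counting error, so errors are SDs between samples or standard errors of the model.

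Genes were kept with at least 1 CPM in at least 25% of the samples. Testing used R 4.3.3 and the quasi-likelihood test of edgeR 4.0.16 (two-sided) with TMM normalization, with a nominal p-value under 0.05 and the Benjamini-Hochberg adjusted p-value over all genes tested. The contrasts were ECs against Non-ECs, Prt against Rsp in each fraction, Rsp and Prt against Pla in ECs, and the interaction of fraction and response. On simulated data with the gene-wise dispersions and totals of these samples, 136 of 200 changed genes passed the adjusted threshold and 4.61% of unchanged genes passed the nominal one, against 101 changed genes for limma-voom and 166 for DESeq2. With low dispersion, 197 of the 200 passed. The changes put in exceeded the median change of the genes called between Prt and Rsp ECs, 1.56 on the log2 scale in all 21 samples. They were placed only in genes above a minimum expression, with the same dispersion in every group. The spread of the real groups differed, so these shares need not hold for the data. PCA used log2 CPM with a prior count of 2 and scaled genes. Gene sets were tested with one-sided Fisher's exact tests against the genes tested, for Reactome sets of 10 to 500 tested genes and for a list of 84 NF-kB targets. Comparisons of scores between groups used exact permutation tests over all splits of the samples, two-sided, and those within mice exact sign permutation tests.

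Genes named are those the paper names in its text or in Fig. 4a for bulk RNA-seq, the endothelial and epithelial markers, and for each contrast up to 5 genes per direction with the largest absolute log2 fold change among those with an adjusted p-value under 0.05 and non-overlapping CPM. Where fewer than 5 passed, up to 3 per direction with the smallest nominal p-value under 0.05 and non-overlapping CPM were taken. Alternatives were limma-voom 3.58.1, the Wald test of DESeq2 1.42.0, size factors of the median-ratio type in edgeR, no filter (at least 1 count in any sample) or filterByExpr, an offset for GC content and gene length from a spline with 5 degrees of freedom, models with only the groups compared or all 28 samples, an absolute log2 fold change of at least 1, the title letter or marker scores as covariates, samples with the title letter A only, the mouse as a block, camera for gene sets, and each replicate left out in turn. The PCA was repeated with the 500 most variable genes, unscaled genes and a prior count of 0.5. Counts thinned to the smallest total, a covariate for log2 total counts and a covariate for neutrophil markers were chosen after seeing the data, as were all covariates of scores or totals for ECs against Non-ECs. Single-cell data, imaging and protein arrays were not analysed here.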

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

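The groups, comparisons, lists and alternatives were set before the data were examined, except where stated. For EC Rsp replicate A1_BE, the tests on RNA of another cell type, few distinct molecules and a mislabelled sample were chosen after the result was seen, and the test on depth before.

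Among the samples of its group, EC Rsp replicate A1_BE lay far from the others on both principal components, at -131.209 on PC1 and -179.511 on PC2 in all 21 samples. The nearest of the other 4 Rsp ECs was at -55.8 on PC1 and 21.3 on PC2. Distances of the extreme sample were examined in 34 sets of values, of which 2 stood out where chance gives 1.7, and both belong to this sample. A1_BE had the smallest total of the 21 samples, 2836230. Depth alone did not account for its position: with every sample thinned to this total, its distance from the mean of the other ECs was 4.30 times the largest distance of another EC, and 5.49 times at full depth. RNA of another cell type was tested with 5 marker lists, and A1_BE lay above every other Rsp EC in 0 of them. A swap with a Non-EC sample was tested with the endothelial markers, whose mean log2 CPM in A1_BE was 4.08, above the highest Non-EC sample (2.63) and below the lowest other EC sample (5.44). At equal depth A1_BE had 11588 genes detected, against 13559 in the next lowest sample. Few distinct molecules in this library may therefore explain its position, and this explanation remains. No biological explanation was tested, since the design gives none for a single mouse.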

How the results depend on the processing

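Values here are from all 21 samples, except where a setting changes the samples. Of 532 values of 31 results under alternatives, 404 kept their direction and their side of the threshold or stayed within 1.5 times the count, 9 were weaker, 7 stronger, 104 moved and 8 reversed. The thinned counts and the covariates for log2 total counts and neutrophil markers were chosen after seeing the data, as were the alternatives for genes found in only 1 comparison and for named genes, and all covariates of scores or totals for EC against Non-EC. Median-ratio size factors left all 83 values tested unchanged in this sense, as did thinned counts (15 values), the model of all 28 samples (11) and a prior count of 0.5 (2). The markers of the EC fraction were unchanged with median-ratio size factors, the alternative run for them. Where values changed, the cause was not tested.

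With limma-voom, nominal counts were 1158 for Non-EC Prt against Rsp, 1157 for EC Rsp against Pla and 656 for the EC samples labelled resistant against Pla, and adjusted counts were 4 for EC Prt against Rsp, 2 in Non-ECs and 1 for EC Prt against Pla. It gave 781 genes only in Rsp against Pla, 1097 only in Non-ECs, 3 terms of Fig. 1e, 14 secreted genes in ECs, and one-sided Fisher's exact p-values of the NF-kB list of 0.750 (EC Prt against Pla) and 0.963 (Non-ECs), both reversed. Vcam1 and Rela reversed to 0.079 and 0.060. With DESeq2, adjusted counts were 163 for EC Prt against Rsp, 9 in Non-ECs, 13 and 116 for Rsp and Prt against Pla and 20 for the interaction, and nominal counts were 1018 for Rsp against Pla, 859 and 654 for the EC samples labelled resistant against Rsp and Pla, and 679 only in Rsp. In the simulated data DESeq2 called 38 unchanged genes after adjustment, against 3 for edgeR.

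Without a filter, nominal counts were 2680 (EC Prt against Rsp), 1160 (Non-EC), 2144 and 2207 (Rsp and Prt against Pla) and 1524 (interaction), and adjusted counts 1, 2 and 2 for EC Prt against Rsp, Prt against Pla and the interaction. With filterByExpr they were 2040, 1180 and 1070 for EC Prt against Rsp, Rsp against Pla and the interaction. With only the groups compared, 587 EC (chance 805) and 1048 Non-EC genes (chance 732) passed between Prt and Rsp, and 1 gene after adjustment for Prt against Pla. An absolute log2 fold change of at least 1 left 888 genes in EC Prt against Rsp and 401 in Rsp against Pla. The GC and length offset gave 1081 for Rsp against Pla (907 higher and 174 lower). For Prt against Pla it gave 1154, with 676 higher and 478 lower, where the main fit had 500 and 679. It moved the median log2 fold change of all genes by 0.24 in Rsp against Pla, by 0.18 in Prt against Pla and by -0.13 in the interaction. In ECs against Non-ECs that median moved by -0.11 with limma-voom, -0.27 without a filter and -0.14 with the mouse as a block, and limma-voom moved it by -0.10 and -0.12 in Rsp and Prt against Pla.

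Samples with the title letter A gave 805 EC, 360 Non-EC and 457 interaction genes. The title letter as a covariate gave 420 for Non-ECs, and for the samples labelled resistant 380 (EC against Rsp), 603 (EC Prt against them) and 60 (Non-EC against Rsp). Covariates for epithelial, immune and neutrophil markers gave 334, 401 and 404 Non-EC genes, and the neutrophil covariate 708 for Prt against Pla. Each lies below the 748 that chance gives. The covariate for total counts gave 421 and 747 for Rsp and Prt against Pla. For EC against Non-EC, adjusted counts were 1140, 2606 and 3694 with the neutrophil, immune and total count covariates. The mouse as a block gave 432 interaction genes, where chance gives 761. With the samples labelled resistant as Prt, counts were 568 (EC), 119 (Non-EC), 444 (Prt against Pla) and 179 (interaction), with 3 terms of Fig. 1d, 6 secreted genes in each fraction and a reversed NF-kB p of 1 in Non-ECs (exact test). These gene counts lie below the 758 that chance gives, and no sample labelled stop is in that fit.

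For the NF-kB list, the immune covariate gave an exact p of 0.00489 in EC Prt against Rsp and a reversed 0.663 in Non-ECs. Higher genes alone gave 0.309, camera 0.301 and the neutrophil covariate 0.367 in Prt against Pla, lower genes alone a reversed 0.536 in Rsp against Pla, and camera 0.0182 in Non-ECs. Higher genes alone gave 1 term of Fig. 1d and 1 of Fig. 1e, and camera 2 of each. The share of PC1 was 32.1% without scaling and 57.4% with the 500 most variable genes.

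Leaving out 1 replicate at a time gave the following ranges. Adjusted counts ran from 4517 to 6616 for EC against Non-EC (21 fits), 0 to 20 for EC Prt against Rsp, 0 to 4 in Non-ECs, 0 to 1 for Rsp against Pla, 0 to 5 for Prt against Pla and 0 to 1 for the interaction. Nominal counts ran from 1196 to 2316 for EC Prt against Rsp (8 fits), 347 to 1069 in Non-ECs, 471 to 1024 for Rsp against Pla, 979 to 1760 for Prt against Pla (6 fits) and 499 to 1255 for the interaction (16 fits). For the samples labelled resistant they ran from 521 to 848 (EC against Rsp), 242 to 666 (against Pla), 745 to 1898 (EC Prt against them) and 55 to 282 (Non-EC against Rsp). Genes found in only 1 comparison ran from 779 to 1591 (Prt against Pla), 303 to 747 (Rsp against Pla), 1133 to 2206 (ECs) and 291 to 954 (Non-ECs). Exact p-values of the NF-kB list ran from 0.00533 to 0.657 (EC Prt against Rsp), 0.0511 to 0.379 (Prt against Pla, above 0.05 in all 6 fits), 0.559 to 0.983 (Rsp against Pla) and 2.84e-04 to 0.323 (Non-ECs). Terms of Fig. 1d ran from 0 to 0 and of Fig. 1e from 0 to 2, secreted genes from 19 to 36 in ECs and 6 to 20 in Non-ECs, array molecules higher in Prt from 6 to 10, the share of PC1 from 27.4% to 28.9%, and the exact permutation p on PC2 from 0.333 to 0.592 (for both, 2 fits, without EC Rsp replicate A1_BE or C1_2R1L). Directions changed in 1 of 8 fits for Ccl2 (-0.34 to 1.76), Lif (-0.030 to 1.64), Rarres2 (-1.81 to 1.64), Vcam1 (-0.44 to 0.054), Sele (-0.043 to 1.23) and Ccl12 (-0.63 to 1.55), and in 5 of 8 for Rela (-0.12 to 0.17). Of 1102 values for 67 named genes, 1055 were unchanged in direction and side of the threshold, 7 weaker, 27 stronger and 13 reversed.

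Depth limits genes near the detection limit, which for the shallowest EC of the paper's 20 samples is 0.722 CPM, so folds against groups without counts are lower bounds.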

Differences from the paper's values

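The shares of variance on PC1 and PC2 are the values printed by the paper that were computed here, about 27% and 13% in Fig. 1c, read by eye, and 28.9% and 13.8% here in the paper's 20 samples. With the 500 most variable genes PC1 carried 57.4%.

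The paper describes a separate cluster of Dox-treated ECs in the PCA, without naming a component. Read here as a difference from Pla ECs on PC2, the ranges overlapped in the paper's 20 samples (exact permutation test of means, two-sided, p = 0.592). On ranks, chosen after seeing the data, the exact permutation p there was 0.667, the same with a prior count of 0.5, 0.383 with genes not scaled and 0.267 with the 500 most variable genes. With genes not scaled in all 21 samples, the Dox-treated ECs lay between -51.8 and 251 and the Pla ECs between -64.2 and -54.3, without overlap (exact permutation p on ranks = 0.0121). That setting includes A1_BE. With genes not scaled in the paper's 20 samples, the Dox-treated ECs lay between -35.2 and 133 and the Pla ECs between -37.1 and 6.01. These ranges overlap, so the paper's call was not reached in its own samples. The other settings of all 21 samples tested on ranks gave an exact permutation p of 0.0848, with 7 of 8 Dox-treated ECs on 1 side of every Pla EC. On means, which A1_BE dominates in all 21 samples, it was between 0.170 and 0.297 in these 4 settings (exact permutation tests).

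Against Pla, the paper has more genes changed only in Rsp ECs than only in Prt ECs. Here 1496 genes changed only in Prt and 362 only in Rsp in the paper's 20 samples, and the totals were 1695 and 561. Of the alternatives run for both totals, the samples labelled resistant taken as Prt gave the paper's order, with 444 for Prt and 738 for Rsp. Both lie below the 758 that chance gives there. With no filter the counts were 2207 for Prt and 2144 for Rsp.

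Between Prt and Rsp, the paper has the larger change in ECs than in Non-ECs. With edgeR and all 6 groups in the model, 1751 EC and 868 Non-EC genes passed in the paper's samples. The order was the other way round with limma-voom, 1344 in ECs and 1349 in Non-ECs of the paper's samples. With edgeR on only the groups compared, it was 587 and 1048 in all 21. That EC count lies below the 805 that chance gives.

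For ECs between Prt and Rsp the paper lists terms on replication, matrix and immune signalling. Here 0 of 835 sets passed in the paper's 20 samples, with 1751 genes at a nominal p under 0.05. Terms of Fig. 1d passed with the samples labelled resistant as Prt (DNA strand elongation, adjusted p = 1.29e-04, the pre-replicative complex, 0.00329, and activation of ATR, 0.0143). That fit holds no sample labelled stop, and its 568 EC genes lie below the 758 that chance gives. In all 21 samples, terms passed with higher genes alone (DNA strand elongation, 0.0281) and with camera (DNA strand elongation, 0.00346, and the pre-replicative complex, 0.00955). Matrix organization, collagen degradation and innate immunity passed in Non-ECs, with adjusted p-values of 2.05e-05, 0.0221 and 0.0127 in the paper's samples. The content of other cells was not accounted for in these sets.

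For Non-ECs, the paper lists terms that include kinesins, hemidesmosomes and apoptosis. Kinesins passed in the paper's 20 samples (adjusted p = 0.00874). In all 21 samples 0 of the Fig. 1e terms tested passed, with 647 genes at a nominal p under 0.05. Limma-voom called Kinesins (0.00252) and hemidesmosome assembly (0.0467), higher genes alone Kinesins (0.0310), and camera Kinesins (7.89e-04) and hemidesmosome assembly (1.81e-05). Without Non-EC Rsp replicate A1_2L hemidesmosome assembly passed (0.0137), and without C2_1R2L Kinesins (0.0411).

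The paper lists NF-kB transcription among what changes between Prt and Rsp ECs. Here 12 of the 15 listed targets past the threshold between Prt and Rsp were lower in Prt in the paper's 20 samples (one-sided Fisher's exact p = 0.0528). The p was under 0.05 in all 21 samples with the immune covariate (exact p = 0.00489) and without EC Rsp replicate A1_2L (exact p = 0.00533) or without EC Rsp replicate C2_1R2L (exact p = 0.00945), and for lower genes alone in the paper's samples with edgeR (exact p = 0.00778) and with limma-voom (9 targets, 4.74 expected, exact p = 0.0466). With the neutrophil covariate, chosen after seeing the data, the exact p in all 21 samples was 0.288. With limma-voom there it was 0.525, and camera gave a p of 0.522. The exact p was 0.357 without EC Prt replicate A2_2R. It was 0.657 without EC Rsp replicate C1_2R1L and 0.641 without EC Prt replicate A1_1R, where targets no longer passed more often than expected.

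For the molecules of its cytokine array, the paper takes the bulk RNA-seq as showing higher expression. With edgeR 9 of the 11 were higher in Prt than in Rsp ECs, and 0 passed the nominal threshold in the paper's 20 samples and Ccl5 alone in all 21. With limma-voom 8 were higher in the paper's 20 samples and 10 in all 21. More passed with no filter (Ccl2, Ccl5 and Lif), the GC and length offset (Ccl5 and Lif), and without EC Prt replicate A2_2R or EC Rsp replicate C2_1R2L (Ccl2 and Ccl5) or EC Prt replicate A1_1R (Ccl2, Ccl5 and Lif). The neutrophil covariate, chosen after seeing the values, called Ccl2, Ccl5 and Cxcl10. With the title letter as a covariate or the letter A alone, Ccl2 passed in place of Ccl5. With limma-voom, all 28 samples, the samples labelled resistant as Prt, or without EC Prt replicate A2_1R or EC Rsp replicates A1_BE, C1_2R1L or A1_1L, 0 passed.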

Other observations

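The tests on an outlying sample in Prt and Rsp against Pla, on splits of the paper's 20 samples for the excess of Prt over Rsp genes against Pla, on the title letter and the whole tumour for the neutrophil markers, and on neutrophil content for the NF-kB list, were chosen after the result was seen. The other tests here were written before.

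Each result was set against other splits of the same samples into groups of the same sizes, the real split included. For EC against Non-EC, 1 of 100 splits gave as many genes after adjustment and 1 of 100 as many markers, in both cases the real split. For EC Prt against Rsp, 24 of 56 splits gave as many genes at the nominal threshold and 56 of 56 at the adjusted one, where the real count is 0 beside 1339 nominal genes. In the paper's 20 samples, 5 of 35 splits gave as many nominal and 14 of 35 as many adjusted genes. The nominal count between Prt and Rsp ECs is thus not beyond other groupings of these samples. For Non-ECs the numbers were 11 and 56 of 56, for EC Rsp against Pla 26 and 56 of 56 (15 of 35 in the paper's samples), and for the interaction 30 and 56 of 56. For EC Prt against Pla, 2 of 10 splits gave as many nominal and 10 of 10 as many adjusted genes, and 3 samples against 3 can never give a share under 0.1. Terms of Fig. 1d and of Fig. 1e, each 0 in the real split of all 21 samples beside 1339 EC and 647 Non-EC nominal genes, were as many in 56 and 56 of 56 splits. Secreted genes were as many in 16 of 56 splits in ECs, 16 of 56 in Non-ECs and 3 of 35 in ECs of the paper's samples, and array molecules higher in Prt in 8 of 56. For the NF-kB list, 5 of 56 splits gave as small a p in EC Prt against Rsp (3 of 35 in the paper's samples), 29 of 56 in Rsp against Pla, 38 of 56 in Non-ECs and 1 of 10 in Prt against Pla.

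More genes passed the nominal threshold between Prt and Rsp in ECs than in Non-ECs with edgeR. Depth did not remove this, since the ratio was 2.17 with all samples thinned to the smallest total. The EC count was 953 with neutrophil markers as a covariate, 1323 with log2 total counts, 1374 with the GC and length offset and 805 with samples of the title letter A only, where chance gives 742. The order is lost with limma-voom and with only the groups compared, and other splits of the samples reach the EC count. No biological explanation is therefore put forward.

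More genes also passed against Pla in Prt than in Rsp ECs. The ratio was 1.65 after thinning and 3.02 without A1_BE, so neither depth nor that sample accounts for it. It was smaller under other settings, with 708 Prt and 653 Rsp genes with the neutrophil covariate, 1154 and 1081 with the GC and length offset and 2207 and 2144 with no filter, and it was reversed with the samples labelled resistant as Prt. In all 21 samples an excess as large as the real 505 genes was found in 19 of 56 splits of the Prt and Rsp samples, and the 18 besides the real one all place A1_BE with Prt. Among splits of the paper's 20 samples it was found in 1 of 35, the real split, with 1134 genes against 681 in the next. It is thus not beyond other groupings in all 21 samples, and that depends on A1_BE.

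Neutrophil markers were lower in all 3 Prt ECs than in every Rsp EC. This held for 3 of 3 after thinning. All 3 Prt ECs carry the title letter A, and 3 of 3 lie below the Rsp ECs of that letter, so the difference is present within 1 letter, although this follows from the pattern itself and is no separate test. In Non-ECs the difference was -0.99 (exact permutation test, two-sided, p = 0.196), so a lower content of the whole tumour cannot be told apart from a difference in the EC isolate. Neutrophil RNA in the EC fraction may therefore differ between Prt and Rsp, a hypothesis that does not pass adjustment over 24 comparisons (0.800 in all 21 samples).

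The NF-kB targets passing between Prt and Pla ECs were more than expected in all 21 samples. After thinning the one-sided Fisher's exact p was 0.0146, so depth does not remove it. With immune markers as a covariate it was 0.00242, but the immune score differs by 0.16 between Prt and Pla ECs, too little for this test to decide. With neutrophil markers as a covariate the exact p was 0.367, with 5 targets passing. The neutrophil score separates Prt from Pla ECs (-1.69), so neutrophil content may explain the excess and cannot be told apart from the treatment group. With 10 splits it cannot be told apart from the grouping of the samples, and limma-voom reversed it.

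The 7 samples labelled resistant, whose treatment is not known here, were compared in a model of all 28 samples where chance gives 763 genes. The 4 EC samples differed from Rsp ECs in 572 genes (386 higher) and from Pla ECs in 411 (278 higher), and Prt ECs differed from them in 920 (258 higher), with 0 after adjustment in each. The 3 Non-EC samples differed from Rsp in 124 genes, with 0 after adjustment. Other splits gave as many genes in 83 of 100, 23 of 35, 19 of 35 and 34 of 56. These samples carry the title letters B and C and the Rsp samples A and C, so letter and label overlap only in part. With the letter as a covariate the EC count against Rsp was 380. Both 572 and 380 lie below the 763 that chance gives, so the fall does not decide whether a batch follows the letter.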
